# Transcriptional analysis of micro-dissected articular cartilage in post-traumatic murine osteoarthritis

**DOI:** 10.1016/j.joca.2014.12.014

**Published:** 2015-04

**Authors:** M.D. Gardiner, T.L. Vincent, C. Driscoll, A. Burleigh, G. Bou-Gharios, J. Saklatvala, H. Nagase, A. Chanalaris

**Keywords:** Osteoarthritis, Destabilisation of the medial meniscus (DMM), Microarray, Tenascin, Fibromodulin, Fibronectin

## Abstract

**Objective:**

Identify gene changes in articular cartilage of the medial tibial plateau (MTP) at 2, 4 and 8 weeks after destabilisation of the medial meniscus (DMM) in mice. Compare our data with previously published datasets to ascertain dysregulated pathways and genes in osteoarthritis (OA).

**Design:**

RNA was extracted from the ipsilateral and contralateral MTP cartilage, amplified, labelled and hybridized on Illumina WGv2 microarrays. Results were confirmed by real-time polymerase chain reaction (PCR) for selected genes.

**Results:**

Transcriptional analysis and network reconstruction revealed changes in extracellular matrix and cytoskeletal genes induced by DMM. TGFβ signalling pathway and complement and coagulation cascade genes were regulated at 2 weeks. Fibronectin (*Fn1*) is a hub in a reconstructed network at 2 weeks. Regulated genes decrease over time. By 8 weeks fibromodulin (*Fmod*) and tenascin N (*Tnn*) are the only dysregulated genes present in the DMM operated knees. Comparison with human and rodent published gene sets identified genes overlapping between our array and eight other studies.

**Conclusions:**

Cartilage contributes a minute percentage to the RNA extracted from the whole joint (<0.2%), yet is sensitive to changes in gene expression post-DMM. The post-DMM transcriptional reprogramming wanes over time dissipating by 8 weeks. Common pathways between published gene sets include focal adhesion, regulation of actin cytoskeleton and TGFβ. Common genes include Jagged 1 (*Jag1*), Tetraspanin 2 (*Tspan2*), neuroblastoma, suppression of tumourigenicity 1 (*Nbl1*) and N-myc downstream regulated gene 2 (*Ndrg2*). The concomitant genes and pathways we identify may warrant further investigation as biomarkers or modulators of OA.

## Introduction

Osteoarthritis (OA) is a polygenic, multifactorial disease of synovial joints, characterised by articular cartilage degradation and changes in other joint tissues^1–3^.

The molecular events occurring during disease initiation and early progression are poorly understood. Initial large-scale gene expression studies used osteoarthritic human cartilage from end-stage disease^4–7^. These studies demonstrated changes in gene expression in late stage OA but were unable to examine early molecular events as it is very difficult to procure human cartilage from different stages of disease and pair it with non-diseased age-matched tissue. Animal models provide genetically controlled and aged-matched tissue samples to allow the study of OA pathogenesis^8^. Broad molecular approaches are able to identify single pathogenic molecules and unravel networks of interacting genes/proteins that are dysregulated in disease^9^.

The destabilisation of the medial meniscus (DMM) surgical model of OA is a widely used and validated model of post-traumatic OA^10^. We have used it to examine gene expression profiles shortly after joint destabilisation. We found early gene expression changes are highly mechanosensitive and largely attenuated by joint immobilisation^11^. When analysing the whole joint tissue, immobilised joints do not have increased expression of pathogenic proteases such as *Adamts5*, *Adamts4*, *Adamts1* and *Mmp3*, show attenuated expression of inflammatory response genes like *Ccl2*, *Il1b* and *Il6* and are protected from disease. Similarly, joint immobilisation led to decreased expression of those genes in the cartilage at 6 h post-DMM. These results indicate the rapid response of cartilage to DMM. We now extend these results showing gene changes in this highly mechanosensitive tissue occurring beyond 6 h, over an 8-week course. We were interested in identifying “phases” of disease progression that might provide novel targets and new biomarkers for investigation in the human condition.

## Methods

### Animals and surgical model of OA

All procedures complied with the Animals (Scientific Procedures) Act 1986 and with guidelines of the local ethics committee. C57BL/6J male mice were purchased from Charles Rivers (Margate, UK). Mice were housed 4–5 per standard individually ventilated cages and maintained under 12-h light/12-h dark conditions at an ambient temperature of 21°C. Animals were fed a certified mouse diet (RM3; Special Dietary Systems) and water *ad libitum*. In total 187 animals were used in this study (Supplementary Fig. 1).

DMM surgery was performed on 10-week-old mice during daylight hours following the protocol described previously in Ref. 11. The right knee (ipsilateral) was operated and the left (contralateral) remained unoperated, acting as a control. For microarray, three groups of eight mice were operated on per time point (Fig. 1). For histological analysis, 10 mice were operated on per time point. For PCR, an extra three groups of five mice were operated on for each time point. An additional 15 mice were used to quantify the amount of RNA extractable from each joint tissue. Eleven of these mice were whole joint extractions and the other four were micro-dissected. No pooling was performed for meniscus or subchondral bone samples. Where pooling was performed, the experimental unit was regarded as one (Supplementary Fig. 1).

### Histological analysis

Knee joints from operated and contralateral limbs were dissected and processed for histological analysis at 2, 4, 8 and 12 weeks. Two blinded independent observers scored the cartilage morphology, as described previously in Ref. 11.

### RNA extraction and whole genome expression analysis (WGA)

Micro-dissection of joint tissues was performed as previously described in Ref. 11 at 2, 4 and 8 weeks following DMM surgery. Detailed protocol is provided in the supplementary file. RNA extraction, amplification, cDNA labelling, hybridisations on an Illumina Mouse WG-6 v2.0 Expression BeadChip (Illumina), microarray processing, data analysis and construction of regulatory pathways was performed as described in the Supplementary File. Data are deposited in NCBI's Gene Expression Omnibus^12^ with GEO Series accession number GSE53857 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE53857).

### Comparison of previously published microarray datasets

We compared our 2-week dataset with other arrays owing to the size of our dataset and availability of other mouse arrays at this time point. We selected previously published datasets fulfilling the following criteria:

a. They were from pure knee cartilage RNA^5–7,13–16^, or enriched for cartilage^17^;
b. They were of mouse^14,17^, rat^13,15^ or human origin^5–7,16^;
c. The rodent sets were from models of surgical induced knee instability; and
d. Where possible we preferred the 2-week time point for comparison^14,17^.

We used the gene-lists corresponding to the significantly dysregulated probes of each study. Additionally, we compared the overlap between our array and a gene-set specific for inflammatory-related genes^18^. Details are found in the Supplementary File. The Venn diagrams were constructed using Venny^19^. Hypergeometric distribution probability mass function (p.m.f.) calculations of overlaps observed between two sets were done in R.

### Real-time (RT)-PCR

RT-PCR was performed using RNA from biological replicates at each time-point as described before in Ref. 11. The list of assays used is available upon request.

## Results

### Determining the relative abundance of articular cartilage RNA in the whole joint

We established a method to isolate RNA from distinct tissues within the mouse knee joint^11^. The tibial epiphysis contributes almost half of the whole joint RNA (44% ± 20%), with lesser contributions from meniscus (2.4% ± 1.5%) and cartilage (0.174% ± 0.082%) [Fig. 1(A)]. Although the articular cartilage contributes a small percentage of total joint RNA, it is clearly implicated in early OA. Gene expression changes localised to this tissue may be lost when taken with the whole joint tissue. The RNA isolation technique resulted in 9 ± 4.3 ng RNA/joint from the pooled medial tibial plateau (MTP) with a RIN of 8.4 ± 0.4 [Fig. 1(B)].

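Cartilage of the medial tibial plateau was dissected from DMM-operated and contralateral knees 2, 4 and 8 weeks after surgery, and its RNA was hybridised to Illumina mouse bead arrays. Each array held cartilage pooled from 8 mice, with 3 pools per group and 18 arrays in all, so n = 3 arrays per group throughout. The left knees of the operated mice served as the contralateral group, so DMM and contralateral pools of a week come from the same mice. The paper does not say which pools share their mice, and the arrays were compared as unpaired. The authors selected probes and quantile-normalised their signals with the lumi package on a log scale, and the deposited values used here are the resulting log2 intensities of 22999 probes. All arrays shared the same lowest value, 4.62, and the same highest value, 14.67, and their medians lay between 6.55 and 6.56. The paper's text does not name the threshold by which probes were selected. The platform annotation gave 1 gene symbol for 18998 probes, which represent 11499 genes, and 3995 probes were not listed in it. The signals before normalisation and the detection p-values were not used here, because their columns could not be matched to the arrays. From the log2 intensities, each pair of groups was compared with limma, and p-values were adjusted by the Benjamini-Hochberg method over all 22999 probes, with a threshold of 0.05. A gene was counted as changed when any of its probes passed the threshold, and the value given for a gene is that of the probe with the highest mean intensity over the 18 arrays unless another probe is named. Gene lists for pathways and for the cell types of neighbouring tissues were written before the data were examined, and 47 of them could be tested. Those taken from the paper's Table S4 and from its comparison of rat and human genes were chosen by the paper on these same arrays. Other lists, such as matrix metalloproteinases, collagens and serpins, are families that the paper already names as changed here. The shifts of such lists are not independent evidence. Counts within a list use 1 probe per gene, and the shift of a list against all other genes was tested with limma's camera at a preset inter-gene correlation of 0.01. When this correlation was estimated from the arrays instead, no list passed the threshold at any of the 3 weeks, and the p-value obtained that way is given beside each list past the threshold. The number of arrays limits the precision. In a test on simulated arrays, 100 of the 22999 probes were shifted by a log2 value of 1, and 86% of them were recovered with the spread of the 2-week arrays, 88% with that of the 4-week arrays and 37% with that of the 8-week arrays. With a shift of 2, given to 100 other probes of the same simulated arrays, the shares were 99%, 100% and 93%. In all, 196, 192 and 139 probes were called there, and the adjusted threshold loosens as more probes pass. The shares for 8 weeks therefore do not carry over to the real arrays, where limma called 0 probes. For a single gene, 3 arrays against 3 allow no exact two-sided permutation p below 0.1.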

We extended our original observations by performing a microarray analysis of genes regulated specifically in the MTP cartilage beyond 2 weeks.

### Histological cartilage degradation in operated joints relative to controls

Operated joints showed progressive increase in pathological changes over the 12-week time course [Fig. 1(C) and (D)]. Within the operated joints, histological scores were consistently higher in the medial compartment compared to the lateral compartment [Fig. 1(D)]. No significant pathological changes were detected in the contralateral knees and there was no difference between the medial and lateral compartment of the contralateral knees at any time point.

### Gene changes in operated joints relative to controls and network evolution following surgery

Pairwise comparisons of DMM-operated and contralateral MTP cartilage were performed at 2, 4 and 8 weeks (Supplementary Table S1). 

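At 2 weeks after surgery 1525 probes passed the threshold, of which 316 were not assigned to a single gene. The others gave 561 named genes up-regulated and 432 down-regulated in DMM cartilage, and 1 further gene with probes in both directions. At 4 weeks 147 probes passed, of which 12 were not assigned to a single gene. The others gave 58 genes up-regulated and 50 down-regulated. At 8 weeks limma called 0 probes, with 1993 probes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0715. Collagen genes, which encode the fibrils and sheets of the matrix, had a mean log2 fold change of 0.55 at 2 weeks, 0.37 at 4 weeks and 0.30 at 8 weeks. Of the 31 measured collagens, 14, 2 and 0 were up-regulated at these times (19, 16 and 10 when adjusted over the list alone, and 11 at 8 weeks at an unadjusted p under 0.05). The camera test gave adjusted p-values of 1.38e-07, 3.97e-06 and 2.97e-05 for this list, and adjusted p = 0.275, 0.235 and 0.296 with an estimated correlation. Contractile muscle genes had mean log2 fold changes of -1.04, -0.96 and -0.41, the last being -0.65 and 0.02 without 8-week contralateral replicates 1 and 2 and -0.27 without 8-week DMM replicate 3. The change in the DMM effect between weeks was also tested directly, in 1 limma fit of all 18 arrays. It called 0 probes between 4 and 2 weeks (1250 at an unadjusted p under 0.05), between 8 and 2 weeks (2419) and between 8 and 4 weeks (1742). The median residual SD of a probe was 0.178 at 2 weeks, 0.180 at 4 weeks and 0.230 at 8 weeks. The counts changed when 1 array was left out, which also lowers the power of a fit. Without 2-week DMM replicate 1, 2 or 3 the number of probes at 2 weeks was 724, 390 or 424. At 4 weeks it was 72 without contralateral replicate 1, 55 without DMM replicate 2 and 50 without DMM replicate 3, and at 8 weeks 1 without DMM replicate 3. The fit of all 18 arrays called 36 probes at 4 weeks and 112 at 8 weeks (75 up, 37 down), an intensity trend with robust variances called 316 and 4, and the replicate block called 341 at 4 weeks. Without 2-week DMM replicate 1 the change between 8 and 2 weeks gained 3 probes, and the change between 8 and 4 weeks gained 1, 3 and 1 probes without 4-week contralateral replicate 2, 8-week contralateral replicate 2 and 8-week DMM replicate 2.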

The number of regulated genes decreased with time following surgery (Supplementary Table S2).

At 2 weeks, 1224 genes (1425 probes) were differentially expressed [Fig. 2(A); Supplementary Table S3]. 

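At 2 weeks *Lrrc15*, which encodes a leucine-rich repeat membrane protein, had a log2 fold change of 2.58 (SE 0.30, adjusted p = 0.00164), and every DMM array was above every contralateral array. *Spon2*, a secreted matrix protein, rose by 2.12 (SE 0.32, adjusted p = 0.00431), and *Postn*, which encodes periostin, by 1.97 (SE 0.35, adjusted p = 0.00947). Of 18 marker genes of fibroblasts and synovium, 13 rose and none fell (16 rose when adjusted over the list alone), with a mean log2 fold change of 0.99. The camera test gave adjusted p = 1.79e-13 for this list, and adjusted p = 0.232 with an estimated correlation. Another list also holds 9 of these 18 genes. Of 18 adipocyte markers 5 fell and none rose (11 fell when adjusted over the list alone, mean log2 fold change -1.18, or -0.63 without contralateral replicate 2, camera adjusted p = 2.34e-08, adjusted p = 0.299 with an estimated correlation). They included *Ces1d*, a carboxylesterase, at -2.28 (adjusted p = 0.0367) and *Pck1*, an enzyme of glycerol and glucose synthesis, at -2.23 (adjusted p = 0.0294). Of 17 macrophage markers 5 rose and none fell (10 rose when adjusted over the list alone, camera adjusted p = 2.18e-06, adjusted p = 0.261 with an estimated correlation), among them *Adgre1*, which encodes an adhesion receptor of macrophages, at 1.09 (adjusted p = 0.00656). The call of *Postn* ended without DMM replicate 2 (adjusted p = 0.0574). Those of *Ces1d* and *Pck1* ended without contralateral replicate 1 (0.0724 and 0.0637), without DMM replicate 1 (0.107 and 0.0715), 2 (0.102 and 0.117) or 3 (0.154 and 0.127), in the fit of all 18 arrays (0.109 and 0.0514) and with an intensity trend and robust variances in limma (0.157 and 0.137).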

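*Kera*, which encodes a keratan sulphate proteoglycan of the collagenous matrix, had a mean log2 intensity of 8.73 ± 0.20 (SD, n = 3) in DMM cartilage and 6.25 ± 0.85 (SD, n = 3) in contralateral cartilage at 2 weeks. This is a log2 fold change of 2.48 (SE 0.32, adjusted p = 0.00276). *Mmp3*, the gene of stromelysin 1, rose by 2.04 (SE 0.18, adjusted p = 0.00044), and *Mmp2*, the gene of gelatinase A, by 2.01 (SE 0.32, adjusted p = 0.00578). Of 13 measured matrix metalloproteinase genes 7 rose and none fell (8 rose when adjusted over the list alone), with a mean log2 fold change of 0.76. Camera gave adjusted p = 0.00018 for this list, or adjusted p = 0.261 with an estimated correlation. In the related ADAM and ADAMTS families 7 of 20 genes rose and 1 fell (11 and 2 when adjusted over the list alone, camera adjusted p = 0.00229, adjusted p = 0.232 with an estimated correlation). *Adamts4*, an aggrecanase, rose by 1.48 (SE 0.36, adjusted p = 0.0331). Among the inhibitors of these enzymes, *Timp2* rose by 1.10 (SE 0.19, adjusted p = 0.00789), and 2 of 4 TIMP genes rose (2 rose and 1 fell when adjusted over the list alone, camera adjusted p = 0.505). In the same arrays the mean log2 intensity of the 18 fibroblast and synovium markers was 9.54 ± 0.09 (SD, n = 3) in DMM and 8.54 ± 0.31 (SD, n = 3) in contralateral cartilage. The call of *Adamts4* ended without contralateral replicate 3 (adjusted p = 0.0909), without DMM replicate 1, 2 or 3 (0.106, 0.139 and 0.0931) and with an intensity trend and robust variances (0.108), and that of *Timp2* without DMM replicate 2 (0.0531).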

Keratocan (*Kera*) was the most significantly up-regulated gene, others included *Mmp3*, *Mmp2* along with a further 14 matrix metalloproteinases (MMPs). 

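*Fmod*, whose product binds collagen fibrils and steers their assembly, rose by a log2 fold change of 1.28 (SE 0.21, adjusted p = 0.00637) at 2 weeks. *Lum*, which encodes lumican, another regulator of fibril diameter, rose by 1.65 (SE 0.29, adjusted p = 0.00848), and *Aspn*, chosen for mention after its values were seen, by 1.35 (SE 0.29, adjusted p = 0.0197). *Omd*, the gene of osteomodulin, fell (-1.20, SE 0.20, adjusted p = 0.00726), as did *Chad*, the gene of chondroadherin, a cartilage matrix protein that binds integrins (-0.79, SE 0.16, adjusted p = 0.0161). In all, 4 of 12 measured genes of small leucine-rich repeat proteins rose and 2 fell (8 and 2 when adjusted over the list alone). Their mean log2 fold change was 0.54 (camera adjusted p = 0.0152, adjusted p = 0.232 with an estimated correlation). For *Dcn*, which encodes decorin, the brightest probe gave 0.36 (adjusted p = 0.141), and 1 of 3 further probes passed the threshold at 0.59 (adjusted p = 0.0222), while the brightest passed with an intensity trend and robust variances in limma (adjusted p = 0.0391). Calls ended without DMM replicate 2 for *Lum* (adjusted p = 0.0521), *Omd* (0.0505) and *Chad* (0.0801), and without DMM replicate 3 for *Chad* (0.0804).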

Fibromodulin (*Fmod*) was one of a number of small leucine-rich repeat proteins (SLRPs) up-regulated. *Myh4* was the most down-regulated gene, along with other contractile elements and many genes from the serpin family [Fig. 2(A)].

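*Myh4*, the gene of a fast skeletal myosin heavy chain, had a log2 intensity of 6.89 ± 1.00 (SD, n = 3) in DMM cartilage and 10.09 ± 0.43 (SD, n = 3) in contralateral cartilage at 2 weeks, a log2 fold change of -3.20 (SE 0.40, adjusted p = 0.00215). *Pvalb*, which encodes the calcium buffer parvalbumin of fast muscle fibres, fell by 2.56 (SE 0.37, adjusted p = 0.00386), and of the fast troponin genes *Tnnc2* fell by 2.55 (SE 0.35, adjusted p = 0.00335) and *Tnnt3* fell by 2.47 (SE 0.25, adjusted p = 0.000899). Of 33 genes of the contractile apparatus of skeletal muscle 19 fell and none rose (22 fell and 2 rose when adjusted over the list alone). The camera test gave adjusted p = 3.27e-16 for them, and adjusted p = 0.232 with an estimated correlation. Of 26 muscle genes outside that apparatus, such as those of energy metabolism and calcium handling, 9 fell and none rose (12 fell when adjusted over the list alone, mean log2 fold change -0.62). One of them was *Pgam2*, a muscle enzyme of glycolysis (-2.12, SE 0.31, adjusted p = 0.00423), and camera gave adjusted p = 4.63e-09 for the list (adjusted p = 0.232 with an estimated correlation). In the serpin family 5 of 15 measured genes fell and 3 rose (5 and 5 when adjusted over the list alone). The 5 that fell are all paralogs of *Serpina1*, which encodes the proteinase inhibitor alpha-1-antitrypsin, with *Serpina1b* at -2.17 (SE 0.20, adjusted p = 0.00044) and *Serpina1d* at -2.14 (SE 0.15, adjusted p = 0.000175). Their sequences are nearly identical, so their probes do not measure independent transcripts. *Serping1*, the inhibitor of the first complement component, rose by 1.17 (SE 0.21, adjusted p = 0.0106), a call that ended without DMM replicate 2 (adjusted p = 0.0627). The serpin list had a mean log2 fold change of -0.29 but a median of 0.11, and its camera adjusted p was 0.31.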

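At 4 weeks the up-regulated genes again included secreted and matrix proteins. *Sfrp2*, which encodes a secreted modulator of Wnt signalling, rose by a log2 fold change of 2.13 (SE 0.22, adjusted p = 0.00127), *Mmp2* by 1.63 (SE 0.21, adjusted p = 0.00524) and *Cthrc1*, a secreted protein with collagen-like repeats, by 1.59 (SE 0.17, adjusted p = 0.00191). Of the 58 up-regulated genes 48 were also up-regulated at 2 weeks, where chance gives 2.83 (Fisher's exact test, p = 5.54e-54), and of the 50 down-regulated genes 35 were also down-regulated at 2 weeks, where chance gives 1.88 (p = 4.92e-39). This is a comparison across genes, which are not independent replicates. No gene was called in opposite directions, and 25 genes were called at 4 weeks alone. Of 16 marker genes of neutrophils and their precursors 2 rose and none fell (11 rose when adjusted over the list alone), with a mean log2 fold change of 0.71. *Mpo*, the gene of myeloperoxidase, rose by 1.26 (SE 0.16, adjusted p = 0.00524), and the list had a camera adjusted p = 3.86e-11 (adjusted p = 0.235 with an estimated correlation). Of 35 cell cycle genes 1 rose and none fell (13 rose when adjusted over the list alone, mean log2 fold change 0.36, camera adjusted p = 2.06e-08, adjusted p = 0.235 with an estimated correlation). It was *Tk1*, which encodes thymidine kinase (0.82, SE 0.14, adjusted p = 0.0211). The call of *Tk1* ended without contralateral replicate 1 or 3 (adjusted p = 0.0744 and 0.0596) and without DMM replicate 2 or 3 (0.0877 and 0.103). In the fit of all 18 arrays *Sfrp2* (0.0547), *Cthrc1* (0.0698) and *Mpo* (0.706) were not past the threshold.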

At 4 weeks, 76 genes (90 probes) were differentially expressed [Fig. 2(B), Supplementary Table S3] (20 genes were unique for week 4). 

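*Tnn* and *Tnc* encode tenascins, matrix glycoproteins that modulate cell adhesion. *Tnn* rose by a log2 fold change of 1.51 (SE 0.28, adjusted p = 0.0104) at 2 weeks and 1.82 (SE 0.20, adjusted p = 0.00214) at 4 weeks, and *Tnc* by 1.60 (SE 0.30, adjusted p = 0.0113) and 1.11 (SE 0.19, adjusted p = 0.026). *Thbs3*, which encodes a thrombospondin, rose by 1.36 (SE 0.16, adjusted p = 0.00164) and 0.81 (SE 0.14, adjusted p = 0.0268). At 4 weeks *Fmod* rose by 1.29 (SE 0.19, adjusted p = 0.00967) and *Mmp3* by 1.96 (SE 0.25, adjusted p = 0.0042). Of 8 tenascin and thrombospondin genes 4 rose and 1 fell at 2 weeks (4 and 1 when adjusted over the list alone), and 3 rose and none fell at 4 weeks (4 when adjusted over the list alone). By camera the adjusted p of this list was 0.00229 at 2 weeks and 0.00153 at 4 weeks, or adjusted p = 0.287 and 0.235 with an estimated correlation. At 4 weeks the mean log2 intensity of the macrophage markers was 7.51 ± 0.23 (SD, n = 3) in contralateral and 7.95 ± 0.19 (SD, n = 3) in DMM cartilage, with no marker past the threshold in limma. Whether it follows these genes from array to array was not tested. The 4-week call of *Thbs3* ended without contralateral replicate 1 or 2 (adjusted p = 0.093 and 0.0619), without DMM replicate 2 or 3 (0.105 and 0.136) and in the fit of all 18 arrays (0.094). That of *Tnc* ended without contralateral replicate 1 or 3 (0.0838 and 0.0652), without DMM replicate 2 or 3 (0.0994 and 0.106) and in the fit of all 18 arrays (0.104). At 2 weeks the calls of *Tnn* (0.0618) and *Tnc* (0.0601) ended without DMM replicate 2, and that of *Tnc* without DMM replicate 3 (0.0605).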

Genes up-regulated at 2 weeks that were also up at 4 weeks included *Mmp3*, *Thrombospondin 3* (*Thbs3*), *Tenascin N/W* (*Tnn*), *Tenascin C* (*Tnc*) and *Fmod*. Similarly to 2 weeks, many genes for contractile elements were down-regulated. 

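At 4 weeks *Actc1*, which encodes cardiac alpha-actin, fell by 2.48 on the log2 scale (SE 0.19, adjusted p = 0.000155), and *Pvalb* by 2.49 (SE 0.15, adjusted p = 5.62e-05). The myosin light chain gene *Myl1* fell by 2.28 (SE 0.17, adjusted p = 0.000155) and *Neb*, the gene of nebulin, fell by 2.24 (SE 0.28, adjusted p = 0.00402). Of 33 contractile muscle genes 16 fell and none rose (21 fell and 1 rose when adjusted over the list alone), and of 26 other muscle genes 9 fell and none rose (18 fell when adjusted over the list alone, mean log2 fold change -0.84). Camera gave adjusted p = 1.11e-22 for the contractile and 4.36e-20 for the other muscle genes, or adjusted p = 0.235 and 0.235 with an estimated correlation. In contralateral cartilage the contractile genes had a mean log2 intensity of 7.44 ± 0.27 (SD, n = 3) at 2 weeks and 8.09 ± 0.25 (SD, n = 3) at 4 weeks. In the fit of all 18 arrays *Actc1* stayed past the threshold, while *Pvalb* (adjusted p = 0.081), *Myl1* (0.0916) and *Neb* (0.094) did not.

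**Figure D1:**
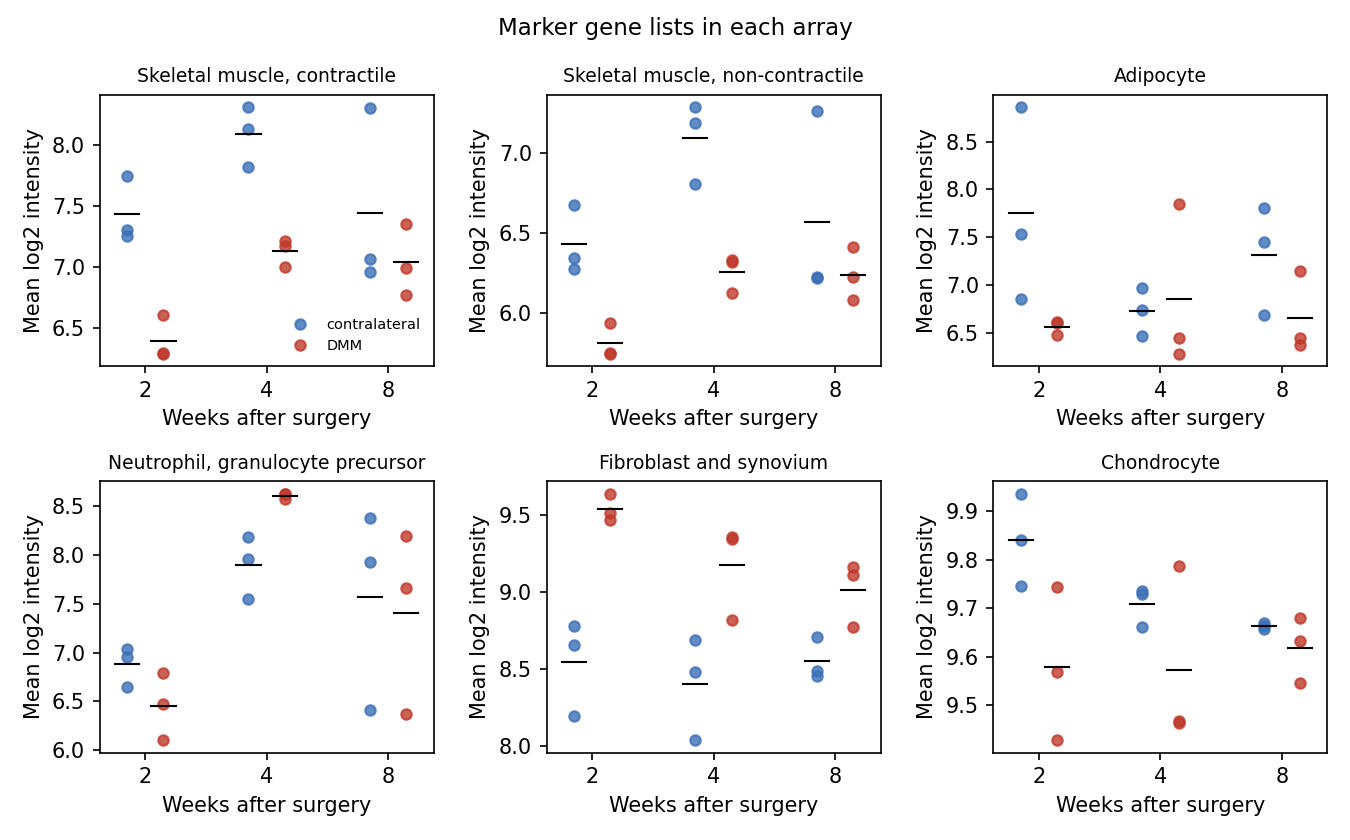
Mean log2 intensity (y axis) of the genes of 6 marker lists in each of the 18 arrays, against weeks after surgery (x axis), for contralateral and DMM cartilage, with points for arrays and lines for group means. At 4 weeks the contractile muscle genes lie at a mean of 7.13 in DMM and 8.09 in contralateral cartilage, and the neutrophil genes at 8.61 and 7.90.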

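At 8 weeks *Fmod* had a log2 fold change of 1.97 (SE 0.21, adjusted p = 0.0721), and its second probe gave 2.01 (adjusted p = 0.0715). *Tnn* had a log2 fold change of 1.86 (SE 0.19, adjusted p = 0.0721). For both genes every DMM array was above every contralateral array (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). Of 12 small leucine-rich repeat protein genes none passed the threshold in limma and 7 were higher at an unadjusted p under 0.05 (6 when adjusted over the list alone), with a mean log2 fold change of 0.51 (camera adjusted p = 0.000183, adjusted p = 0.296 with an estimated correlation). Of the 18 fibroblast and synovium markers none passed and 10 were higher at an unadjusted p under 0.05 (9 when adjusted over the list alone, mean log2 fold change 0.46, camera adjusted p = 3.37e-07, adjusted p = 0.296 with an estimated correlation). Of the 13 matrix metalloproteinase genes none passed and 2 were higher at an unadjusted p under 0.05 (2 when adjusted over the list alone), and camera gave adjusted p = 0.392, or 0.0367 without DMM replicate 3. *Fmod* and *Tnn* were past the threshold in the fit of all 18 arrays (adjusted p = 0.000736 and 0.00492), where 75 probes were up-regulated and 37 down-regulated, and with an intensity trend and robust variances in limma (0.0227 and 0.0414), where 4 probes were called. They were also called when only the brighter probes were tested, an alternative chosen after seeing the data (adjusted p = 0.0413 for both, with 3 probes called).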

At 8 weeks, only *Tnn* and *Fmod* were up-regulated (Supplementary Table S3); no genes were down-regulated. Pairwise comparisons of control joints at 2, 4 and 8 weeks showed no difference in gene expression.

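In contralateral cartilage 33 probes were higher and 1 was lower at 4 weeks than at 2 weeks. The higher probes represent 21 named genes, of which 10 belong to the contractile muscle list, 1 to the other muscle genes and 5 to the neutrophil list. The genes named in this comparison were chosen after their values were seen. *Mylpf*, which encodes a fast myosin light chain, was higher by a log2 fold change of 1.72 (SE 0.23, adjusted p = 0.0209), *Neb* by 1.71 (SE 0.20, adjusted p = 0.00994) and *Tnnc2* by 1.55 (SE 0.22, adjusted p = 0.027). *Mpo* was higher by 1.50 (SE 0.17, adjusted p = 0.00658), and *Ltf*, the gene of the neutrophil granule protein lactoferrin, by 1.69 (SE 0.22, adjusted p = 0.0174). *Mup6*, which encodes a major urinary protein, was lower (-1.72, SE 0.28, adjusted p = 0.0446). The mean log2 intensity of the neutrophil markers in contralateral cartilage was 6.88 ± 0.20 (SD, n = 3) at 2 weeks, 7.90 ± 0.32 (SD, n = 3) at 4 weeks and 7.57 ± 1.03 (SD, n = 3) at 8 weeks. Between 8 and 2 weeks limma called 0 probes (1660 at an unadjusted p under 0.05, smallest adjusted p = 0.651), and between 8 and 4 weeks also 0 (1689, smallest adjusted p = 0.219). The count of 34 became 12, 65 and 13 without 2-week replicates 1, 2 and 3, and 0, 70 and 7 without 4-week replicates 1, 2 and 3. It was 1 in the fit of all 18 arrays, 52 with an intensity trend and robust variances, 70 with array weights and 18 with the replicate number as a block. For *Mylpf*, *Neb*, *Tnnc2*, *Mpo* and *Ltf* the adjusted p was 0.186, 0.0864, 0.205, 0.0806 and 0.108 without 4-week replicate 1, and 0.38, 0.46, 0.542, 0.725 and 0.624 in the fit of all 18 arrays. For the 3 muscle genes and *Ltf* it was 0.113, 0.0644, 0.135 and 0.0644 without 2-week replicate 1, 0.125, 0.0719, 0.137 and 0.0775 without 2-week replicate 3 and 0.139, 0.0722, 0.151 and 0.102 without 4-week replicate 3, and with the block it was 0.098, 0.0511 and 0.108 for the muscle genes. Without 8-week replicate 2 there was 1 probe between 8 and 2 weeks and 21 between 8 and 4 weeks, and the fit of all 18 arrays gave 6 between 8 and 4 weeks.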

Network analysis was performed using STRING and EGAN. Each node represents a protein and the edges their regulatory relationships. Multi-edged nodes are described as hubs. At 2 weeks, 424 edges were observed between 233 nodes (Fig. 3). The interactions revealed a number of hubs at the 2-week time point. Fibronectin (*Fn1*) was the node with the highest number of edges, thus placing it at the centre of the biggest network. 

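In DMM cartilage at 2 weeks 4 probes measured *Fn1*, which encodes the adhesive matrix glycoprotein fibronectin. The brightest had a log2 intensity of 11.99 ± 0.12 (SD, n = 3) in DMM and 11.44 ± 0.45 (SD, n = 3) in contralateral cartilage, a log2 fold change of 0.55 (SE 0.20, adjusted p = 0.137). The others gave 0.70 (adjusted p = 0.0321), 0.25 (adjusted p = 0.505) and 0.05 (adjusted p = 0.891). Genes of matrix ligands and their receptors, among which fibronectin binds many partners, were mostly not past the threshold, and 17 of 67 measured genes rose and 4 fell (28 and 4 when adjusted over the list alone). *Itga11*, which encodes a collagen-binding integrin subunit, rose by 1.27 (SE 0.15, adjusted p = 0.00162). Their camera adjusted p was 1.67e-06, or adjusted p = 0.232 with an estimated correlation.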

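Of 31 collagen genes 14 rose at 2 weeks (19 when adjusted over the list alone, camera adjusted p = 1.38e-07, adjusted p = 0.275 with an estimated correlation). *Col3a1*, a collagen of elastic and fibrous tissue, had a log2 fold change of 1.46 (SE 0.25, adjusted p = 0.0072), and *Col5a2*, a minor collagen that regulates fibril diameter, 1.13 (SE 0.16, adjusted p = 0.0032). *Col9a1*, a collagen that coats the fibrils of cartilage, rose by 1.66 (SE 0.30, adjusted p = 0.0104) on its brightest probe, while its 3 other probes lay between 0.11 and 1.03 and did not pass. *Col1a2*, a chain of the main collagen of bone and tendon, rose by 0.79 (SE 0.20, adjusted p = 0.0382), a call that ended without DMM replicate 1, 2 or 3 (adjusted p = 0.117, 0.133 and 0.14). No collagen fell on its brightest probe, and 1 fell when adjusted over the list alone. Endothelial markers, whose cells lie on a collagenous basement membrane, had 1 of 14 genes up and none down (3 up when adjusted over the list alone, mean log2 fold change 0.34, camera adjusted p = 0.00371, adjusted p = 0.379 with an estimated correlation). This list was not past the threshold without contralateral replicate 3 (adjusted p = 0.077).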

Next was a cluster of collagens with at least 10 edges each. Other nodes with at least 10 edges were the troponins, clusterin, decorin, syndecans 1 and 4 (*Sdc 1* and *4*), integrin β1 (*Itgb1*), perlecan (*Hspg2*), transforming growth factor β2 (*Tgfb2*) and glypican 1 (*Gpc1*). 

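*Sdc1*, which encodes a transmembrane heparan sulphate proteoglycan, rose by a log2 fold change of 1.24 (SE 0.13, adjusted p = 0.001) at 2 weeks, while its relative *Sdc4* fell (-0.74, SE 0.13, adjusted p = 0.00726). The proteoglycan genes *Hspg2* and *Gpc1* rose by 0.71 (SE 0.14, adjusted p = 0.0134) and 0.80 (SE 0.15, adjusted p = 0.0108). *Tgfb2*, a growth factor gene, rose by 0.61 (SE 0.13, adjusted p = 0.019). The brightest probe of *Itgb1* had a log2 fold change of 0.42 (adjusted p = 0.102), and another passed at 0.56 (adjusted p = 0.0265). Clusterin was not analysed here, because no probe carried its name. The call of *Sdc4* ended without DMM replicate 2 (adjusted p = 0.0513). Without DMM replicates 1, 2 and 3 the adjusted p was 0.0503, 0.0618 and 0.0796 for *Hspg2*, 0.0517, 0.0528 and 0.0545 for *Gpc1* and 0.074, 0.0902 and 0.0763 for *Tgfb2*.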

At 4 weeks, 32 edges were observed between 20 nodes (Fig. 3). 

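*Tnnt3*, the gene of fast skeletal troponin T, fell by 2.06 on the log2 scale at 4 weeks (SE 0.19, adjusted p = 0.000771). Its mean log2 intensity was 8.28 ± 0.29 (SD, n = 3) in DMM and 10.34 ± 0.34 (SD, n = 3) in contralateral cartilage. The calcium-binding subunit *Tnnc2* fell by 2.12 (SE 0.19, adjusted p = 0.000626) and *Actn3*, which anchors actin filaments in fast fibres, by 2.08 (SE 0.17, adjusted p = 0.000296). In the fit of all 18 arrays the adjusted p was 0.131 for *Tnnt3*, 0.154 for *Tnnc2* and 0.0977 for *Actn3*.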

The main network was clustered around troponin T3 (*Tnnt3*); four sub-networks had a single edge each.

### Functional annotation clustering (FAC) analysis

To gain further insight into the biological significance of the gene expression changes KEGG pathway analysis (Supplementary Table S4) and FAC was performed (Supplementary Tables S5–S7). At 2-weeks, enriched KEGG pathways included ECM-receptor interaction (*P* < 0.0001) and focal adhesion (*P* < 0.0001), which contained collagens, tenascins, integrins and thrombospondins. 

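The genes that the paper assigns to these pathways in Table S4 were examined gene by gene. Of 25 genes of ECM-receptor interaction 15 rose and 4 fell (20 and 4 when adjusted over the list alone), and of 32 focal adhesion genes 18 rose and 8 fell (22 and 8 when adjusted over the list alone). Both lists were chosen on these arrays, so the counts are not independent evidence of a direction. *Lamb1*, which encodes a laminin chain of basement membranes, rose by a log2 fold change of 1.30 (SE 0.18, adjusted p = 0.00335), and *Thbs2*, a thrombospondin that inhibits angiogenesis, by 1.05 (SE 0.23, adjusted p = 0.0229). The call of *Thbs2* ended without contralateral replicate 3 (0.0577) or DMM replicate 2 or 3 (0.109 and 0.0806). Camera gave adjusted p = 1.21e-08 for the ECM-receptor genes and 2.27e-05 for the focal adhesion genes, or adjusted p = 0.232 and 0.261 with an estimated correlation.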

The pathways for hypertrophic cardiomyopathy (*P* = 0.005), TGF-β signalling (*P* = 0.006), and dilated cardiomyopathy (*P* = 0.008) contained genes for integrins, IGF-1 and TGF-β2 and -β3. 

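*Igf1*, a growth factor that promotes matrix synthesis, rose by a log2 fold change of 1.51 (SE 0.20, adjusted p = 0.00276) at 2 weeks, and *Tgfb3* by 0.99 (SE 0.19, adjusted p = 0.0135). Of 9 genes of the IGF system 5 rose and none fell (6 rose and 1 fell when adjusted over the list alone). *Igfbp4*, which encodes an IGF-binding protein, rose by 1.69 (SE 0.24, adjusted p = 0.00386), and camera gave adjusted p = 8.16e-05 for the list (adjusted p = 0.232 with an estimated correlation). In Table S4 the paper lists 11 measured genes for hypertrophic cardiomyopathy, of which 6 rose and 1 fell (8 and 2 when adjusted over the list alone, camera adjusted p = 0.000546, adjusted p = 0.232 with an estimated correlation). For TGF-β signalling it lists 14, of which 7 rose and 5 fell (8 and 6 when adjusted over the list alone, camera adjusted p = 0.541). These lists were drawn from genes called on these arrays and are not independent evidence. The call of *Tgfb3* ended without DMM replicate 2 or 3 (adjusted p = 0.0745 and 0.0601).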

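Among genes of complement and coagulation, those that fell at 2 weeks were 5 of the *Serpina1* paralogs and *C7*, a component of the membrane attack complex. *F2r*, which encodes a thrombin receptor, rose by a log2 fold change of 1.03 (SE 0.18, adjusted p = 0.00848), and *C1qb* and *C3ar1*, a recognition component and a receptor of complement, by 0.80 (SE 0.14, adjusted p = 0.00771) and 0.75 (SE 0.17, adjusted p = 0.0272). *C7*, *C1qb* and *C3ar1* were chosen for mention after their values were seen. Of 38 genes in a list of these cascades 10 rose and 6 fell (15 and 7 when adjusted over the list alone, camera adjusted p = 0.328). Of the 13 that the paper gives in Table S4, 7 rose and 5 fell (8 and 5 when adjusted over the list alone), with a median log2 fold change of 0.62, a mean of -0.16 and a camera adjusted p of 0.809. Of the 20 given there for the actin cytoskeleton 6 rose and 8 fell (9 and 9 when adjusted over the list alone), with a median of 0.23, a mean of -0.05 and a camera adjusted p of 0.926. The paper chose both of these lists on the same arrays, so they are not independent evidence. The call of *F2r* ended without DMM replicate 3 (adjusted p = 0.0558).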

Complement and coagulation cascades (*P* < 0.0001) and regulation of actin cytoskeleton (*P* = 0.002) were particularly enriched in down-regulated genes. O-glycan and heparan sulphate biosynthesis pathways (*P* = 0.01 and *P* = 0.04, respectively), and galactose metabolism (*P* = 0.04) are present. 

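Genes of sugar chain synthesis moved in both directions at 2 weeks. *Gcnt1*, which branches O-linked glycans, rose by a log2 fold change of 0.81 (SE 0.14, adjusted p = 0.0073), and 4 of 17 genes of O-glycan synthesis rose and 1 fell (7 and 2 when adjusted over the list alone, camera adjusted p = 0.0152, adjusted p = 0.232 with an estimated correlation). Of the heparan sulphate genes, *Hs3st3a1* and *Hs3st3b1*, which add sulphate groups to the chain, fell (-1.73, SE 0.15, adjusted p = 0.000367, and -1.40, SE 0.13, adjusted p = 0.000646). In that list 2 of 17 rose and 3 fell (2 and 4 when adjusted over the list alone, camera adjusted p = 0.114). *Akr1b8*, an aldo-keto reductase placed in galactose metabolism, rose by 1.22 (SE 0.13, adjusted p = 0.000953). The shorter lists of Table S4 were chosen on these arrays and are not independent evidence. Of 6 O-glycan genes 4 rose and 1 fell (4 and 2 when adjusted over the list alone, camera adjusted p = 0.123). Of 5 galactose genes 4 rose and none fell (4 when adjusted over the list alone, camera adjusted p = 0.000206, adjusted p = 0.232 with an estimated correlation). Of its 5 heparan sulphate genes 2 rose and 3 fell (2 and 3 when adjusted over the list alone), with a camera adjusted p of 0.0435 (adjusted p = 0.383 with an estimated correlation) that became 0.165 without contralateral replicate 1, 0.0772 without contralateral replicate 3 and 0.052 without DMM replicate 1. With the mean of all probes of a gene the O-glycan list had an adjusted p of 0.0564 and the heparan sulphate list of Table S4 one of 0.0775, and with the replicate number as a block the latter had 0.0767.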

FAC analysis (Supplementary Table S5) confirmed the significant presence of metalloproteinases (clusters 1, 6 and 9), collagens and thrombospondins (cluster 2). Down-regulated genes (Supplementary Table S6) showed involvement in cytoskeletal organisation (clusters 1, 2, and 4) and apoptosis (clusters 3 and 9).

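*Bcl2*, which encodes an inhibitor of apoptosis, fell (-1.22, SE 0.16, adjusted p = 0.00276) on its brightest probe and on 5 of 7 others. *Scin* and *Gsn*, which encode proteins that sever actin filaments, also fell (-1.11, SE 0.16, adjusted p = 0.00412, and -0.67, SE 0.16, adjusted p = 0.0317), while *Tubb6*, a tubulin gene, rose by 0.83 (SE 0.14, adjusted p = 0.00748). Of 40 genes of the actin and tubulin cytoskeleton outside muscle 8 rose and 4 fell (16 and 4 when adjusted over the list alone), with a mean log2 fold change of 0.21 (camera adjusted p = 0.00155, adjusted p = 0.287 with an estimated correlation). Of 31 apoptosis regulators 2 fell and none rose (3 fell and 2 rose when adjusted over the list alone, camera adjusted p = 0.721). The other one was *Tnfrsf10b*, a death receptor (-0.64, SE 0.17, adjusted p = 0.0433), whose 4 further probes did not pass. The calls of *Gsn* and *Tnfrsf10b* ended without DMM replicate 1 (0.0878 and 0.127), 2 (0.105 and 0.115) or 3 (0.149 and 0.182), that of *Gsn* without contralateral replicate 3 (0.0538), that of *Tnfrsf10b* without contralateral replicate 1 or 2 (0.114 and 0.0705) and that of *Tubb6* without DMM replicate 3 (0.0521).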

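At 4 weeks 6 of 67 genes of matrix ligands and receptors rose and none fell (22 rose and 1 fell when adjusted over the list alone), with a mean log2 fold change of 0.29. They were *Tnn*, *Tnc*, *Thbs3*, *Sdc1* and the genes of a laminin and a collagen chain, *Lamb1* (1.37, SE 0.26, adjusted p = 0.0466) and *Col6a1* (0.93, SE 0.18, adjusted p = 0.0466). Among the 52 genes up-regulated at 4 weeks on their brightest probe, *Sdc1* ranked 52 by size and 52 by p. Camera gave adjusted p = 1.57e-06 for this list, or adjusted p = 0.235 with an estimated correlation. Of the 8 focal adhesion genes that the paper lists at 4 weeks, 4 rose and 2 fell (5 and 2 when adjusted over the list alone, camera adjusted p = 0.124), and since they were chosen on these arrays this is not independent evidence. The call of *Lamb1* ended without contralateral replicate 1, 2 or 3 (0.139, 0.0892 and 0.0541) or DMM replicate 2 or 3 (0.153 and 0.208), with array weights (0.0533), in the fit of all 18 arrays (0.0766) and with an intensity trend and robust variances (0.0671). That of *Col6a1* ended without contralateral replicate 1 or 2 (0.118 and 0.0628) or DMM replicate 2 or 3 (0.153 and 0.208).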

At 4 weeks, KEGG analysis showed enrichment for ECM-receptor interaction (*P* < 0.0001) and focal adhesion (*P* < 0.0001) (Supplementary Table S4). 

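The cytoskeletal genes that fell at 4 weeks were those of muscle filaments, such as *Acta1*, which encodes skeletal alpha-actin (-1.97, SE 0.21, adjusted p = 0.00138), and *Mylpf* (-1.94, SE 0.19, adjusted p = 0.000894). Of 40 genes of the cytoskeleton of other cells none rose or fell in limma. At an unadjusted p under 0.05, 14 of them were higher and 4 lower (9 and 4 when adjusted over the list alone), with a mean log2 fold change of 0.19 (camera adjusted p = 0.000237, adjusted p = 0.253 with an estimated correlation). Of the 20 actin cytoskeleton genes of Table S4, chosen on these arrays and so not independent evidence, 2 fell and none rose (6 fell and 5 rose when adjusted over the list alone, camera adjusted p = 0.252), and both are muscle genes, *Actn3* and *Mylpf*. In the fit of all 18 arrays the adjusted p was 0.149 for *Acta1* and 0.0863 for *Mylpf*.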

In common with the 2-week time point cytoskeletal elements were down-regulated. The KEGG pathway for hypertrophic cardiomyopathy was enriched (*P* = 0.022); it contained the genes *Actc1*, *Prkaa2* and *Ttn*. These genes did not feature at 2 weeks. 

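*Ttn*, which encodes the sarcomere spring titin, fell at 2 weeks (-1.81, SE 0.22, adjusted p = 0.00172) and at 4 weeks (-1.79, SE 0.28, adjusted p = 0.0167). For *Actc1* the brightest probe had a log2 fold change of -0.90 (SE 0.27, adjusted p = 0.0766) at 2 weeks, and its other probe passed at -0.85 (adjusted p = 0.0421). *Prkaa2*, a catalytic subunit of the energy sensor AMPK, had -0.41 (SE 0.19, adjusted p = 0.239) at 2 weeks and fell at 4 weeks (-1.04, SE 0.16, adjusted p = 0.0172). The difference between the effects at 4 and 2 weeks, tested in 1 limma fit of all arrays, was -1.58 (SE 0.45, adjusted p = 0.896) for *Actc1*, -0.63 (SE 0.42, adjusted p = 0.896) for *Prkaa2* and 0.03 (SE 0.69, adjusted p = 0.999) for *Ttn*. At 4 weeks the call of *Prkaa2* ended without contralateral replicate 1 (0.0744), without DMM replicate 2 or 3 (0.0737 and 0.0987) and in the fit of all 18 arrays (0.154). That of *Ttn* ended without contralateral replicate 1 or 3 (0.0744 and 0.051), in the fit of all 18 arrays (0.136) and with an intensity trend and robust variances (0.0611). Without 2-week contralateral replicate 1 the brightest probe of *Actc1* passed at 2 weeks (0.0136). The paper's Table S4 lists *Actc1* and *Ttn* in its cardiomyopathy pathways at 2 weeks.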

FAC confirmed the dominance of cytoskeletal elements (Supplementary Table S7).

### RT-PCR verification of gene expression changes

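At 8 weeks *Mmp3* had a log2 fold change of 1.17 (SE 0.26, adjusted p = 0.388) and *Tnc* of 0.67 (SE 0.19, adjusted p = 0.443). In DMM cartilage the log2 intensity of *Mmp3* was 9.62 ± 0.19 (SD, n = 3) at 2 weeks, 9.36 ± 0.47 (SD, n = 3) at 4 weeks and 8.38 ± 0.55 (SD, n = 3) at 8 weeks. In contralateral cartilage it was 7.57 ± 0.36 (SD, n = 3), 7.40 ± 0.42 (SD, n = 3) and 7.22 ± 0.18 (SD, n = 3). The change in their effects between 8 and 2 weeks was -0.88 (SE 0.38, adjusted p = 0.435) for *Mmp3* and -0.93 (SE 0.39, adjusted p = 0.416) for *Tnc*.

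**Figure D2:**
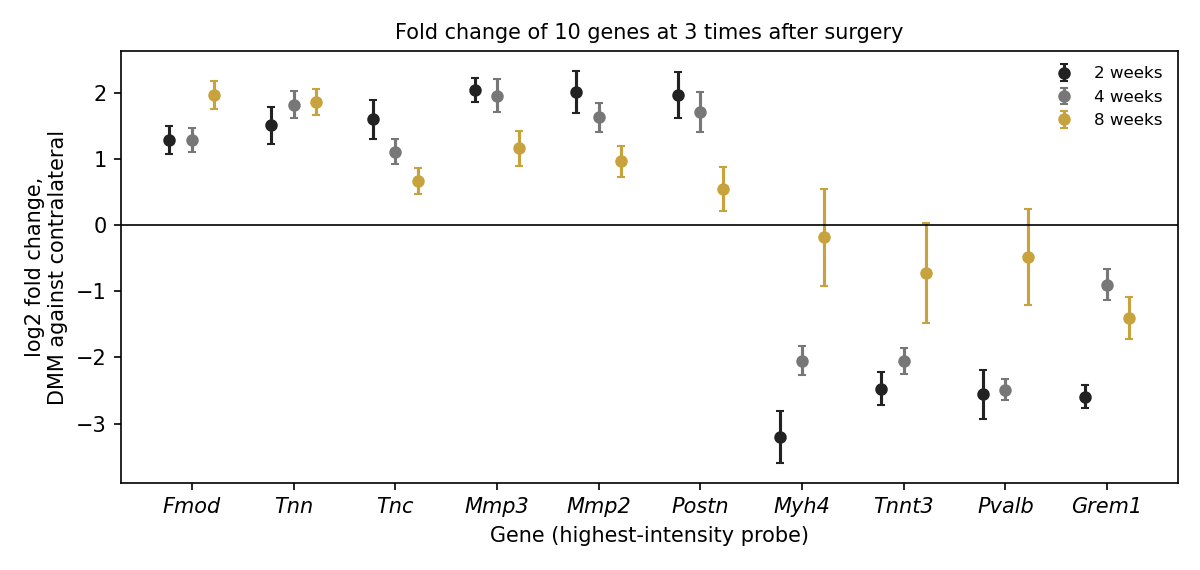
Log2 fold change of DMM over contralateral cartilage (y axis) for 10 named genes (x axis), with the weeks after surgery told apart by colour. Points are the estimates from 3 arrays per group and bars their SE from limma. *Fmod* lies at 1.28, 1.29 and 1.97 at the 3 times, *Tnc* at 1.60, 1.11 and 0.67.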

We selected four genes to evaluate based on those that were significantly changed at all time points (*Fmod* and *Tnn*) or are of known importance in OA (*Mmp3*); finally *Tnc* was selected as it is a homologue of *Tnn* and was not significantly regulated at 8 weeks. We evaluated cartilage from the medial and lateral plateaus of the operated and contralateral joints at 2, 4 and 8 weeks following surgery (Fig. 4). Gene expression in the lateral plateaus from the operated and contralateral joints was also evaluated by RT-PCR (Fig. 4). *Fmod*, *Tnn* and *Mmp3* (except 4 weeks) were up-regulated in the medial plateau of the DMM joints compared with the lateral plateau and contralateral joint, suggesting very localised response to injury.

### Comparison of our dataset with previously published microarrays

As our study did not include any sham-operated controls, we compared our 2-week dataset with previously reported datasets from studies on mice 2 weeks post-DMM [Fig. 5(A)]. We observed an overlap of 86 genes with the 2-week Bateman dataset (*P* < 0.0001) and the same number of genes with the Loeser dataset (*P* < 0.0001). There were 33 genes in common between the Bateman and Loeser studies (*P* < 0.0001). We also identified 11 genes in common between the three datasets [Fig. 5(A) insert]. These include *Jag1*, a ligand for *Notch* receptor. 

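*Jag1*, which encodes a membrane-bound ligand of Notch receptors, rose by a log2 fold change of 0.88 (SE 0.14, adjusted p = 0.00606) in DMM cartilage at 2 weeks. Its log2 intensity was 7.67 ± 0.19 (SD, n = 3) in DMM and 6.79 ± 0.10 (SD, n = 3) in contralateral cartilage. It was the only one of 17 measured Notch pathway genes to rise, and none fell (1 rose when adjusted over the list alone, camera adjusted p = 0.462).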

By comparing the KEGG pathways enriched in each dataset [Fig. 5(B)], we show common pathways (focal adhesion, regulation of actin cytoskeleton and TGF-β signalling) in three out of the four microarrays, all studies using pure cartilage. We also compared our dataset and eight other arrays with a list constructed by genes involved in the inflammation process^18^ (Fig. 5). We observed 72 genes at 2 weeks (*P* = 0.03) involved with inflammation [Fig. 5(C) and (D)] and 4 genes at 4 weeks (*P* = 0.2) [Fig. 5(B)].

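The paper's list of inflammation genes was not used here. Examined instead were 49 measured genes of a list of cytokines, chemokines, their receptors and other genes of inflammation, such as *Ptgs2* and *Vcam1*. At 2 weeks 7 of them rose and none fell (17 rose and 1 fell when adjusted over the list alone), with a mean log2 fold change of 0.26. *Ackr4*, a decoy receptor that removes chemokines, rose by 1.64 (SE 0.13, adjusted p = 0.000303), and *Vcam1*, an adhesion molecule for leukocytes, by 1.17 (SE 0.22, adjusted p = 0.0122). At 4 weeks 2 rose and none fell (12 rose when adjusted over the list alone). They were *Ptgs2*, the inducible cyclooxygenase (0.87, SE 0.17, adjusted p = 0.049), and the chemokine gene *Cxcl14* (0.80, SE 0.15, adjusted p = 0.043). By camera the adjusted p of this list was 0.00264 at 2 weeks and 7.43e-06 at 4 weeks, or adjusted p = 0.232 and 0.202 with an estimated correlation. In the same arrays of week 4 the macrophage markers had a mean log2 fold change of 0.44, with none past the threshold in limma and 11 of 17 higher at an unadjusted p under 0.05 (10 when adjusted over the list alone, camera adjusted p = 2.01e-06, adjusted p = 0.241 with an estimated correlation). Without DMM replicates 2 and 3 the adjusted p of *Vcam1* was 0.0594 and 0.0669. Both 4-week calls ended without contralateral replicate 1 (0.144 for *Ptgs2* and 0.132 for *Cxcl14*) or 2 (0.104 and 0.0585), without DMM replicate 2 (0.162 and 0.155) or 3 (0.0554 and 0.143) and in the fit of all 18 arrays (0.0916 and 0.0581). That of *Ptgs2* also ended without DMM replicate 1 (0.109), with array weights (0.0526) and with the replicate block (0.0627), and that of *Cxcl14* without contralateral replicate 3 (0.0722).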

We compared our array with eight other arrays (Fig. 6) in order to identify genes deregulated in OA regardless of species, time and method of induction. At 2 weeks, 344 (28% of the regulated genes) were represented in at least one other microarray. There were no genes common to all arrays. The predicted overlap between our array and five or more arrays is 0.74 genes, from an initial pool of 10,000 elements after 10,000 simulations. However, we observed 22 genes overlapping in five or more arrays. GO slim analysis for the biological function of these 22 genes reveals that 50% of them are involved with cell adhesion and 54.5% of them in developmental processes (Fig. 6).

## Discussion

This study provides new insights into the localisation and temporal progression of gene expression. We used a novel micro-dissection technique allowing us to examine the MTP cartilage in isolation at a variety of time points post-disease induction. For the first time we demonstrate differential expression patterns in the medial vs the lateral tibial plateau. We identified a new molecule persistently up-regulated at every time point (*Tnn*, tenascin N) and modelled the evolution of gene changes as a network of potential protein–protein interactions, identifying *Fn1* as a central node at 2 weeks post-DMM. Finally, we presented an analysis showing commonality of disease-related genes across nine related studies irrespective of time, species and nature of OA induction. The study also provides important confirmatory evidence for a marked reduction in differential gene expression at 8 weeks, which was a surprising observation when recently reported by others^17^.

We studied the MTP cartilage as it degrades first^17,20^ mirroring the focal nature of cartilage lesions in human OA. Recent transcriptomic studies have used rat^13,15^ and mouse models^11,14,17,21,22^ to assess gene regulation in OA. Several studies focused on chondrocyte gene expression either by manual micro-dissection of cartilage^13,15,21^, or by laser capture^14^. These studies, along with our previous work^11^ have identified significant alterations in cartilage homeostasis in early disease. The significant overlap between pure cartilage and whole knee studies [Fig. 5(A)] highlights that cartilage contributes a significant proportion of the transcriptional changes although it constitutes a very small percentage of the joint. This study confirms the anatomical localisation of gene expression to areas of cartilage degeneration and strengthens the case for interrogating individual tissues of the joint.

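The log2 intensity of *Tnn* was 8.76 ± 0.19 (SD, n = 3) in DMM and 7.25 ± 0.69 (SD, n = 3) in contralateral cartilage at 2 weeks. It was 7.94 ± 0.45 (SD, n = 3) and 6.12 ± 0.14 (SD, n = 3) at 4 weeks, and 8.25 ± 0.25 (SD, n = 3) and 6.39 ± 0.24 (SD, n = 3) at 8 weeks. For *Fmod* it was 9.89 ± 0.09 (SD, n = 3) and 8.61 ± 0.49 (SD, n = 3) at 2 weeks. It was 9.70 ± 0.32 (SD, n = 3) and 8.41 ± 0.25 (SD, n = 3) at 4 weeks, and 10.04 ± 0.16 (SD, n = 3) and 8.07 ± 0.38 (SD, n = 3) at 8 weeks. At each week the DMM arrays lay above all contralateral arrays for both genes. The effect at 8 weeks minus that at 2 weeks was 0.35 (SE 0.38, adjusted p = 0.779) for *Tnn* and 0.69 (SE 0.32, adjusted p = 0.467) for *Fmod*.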

A new finding was the persistent regulation of *Tnn* and *Fmod* at every time point. TNN is found in the kidney and sites of bone and smooth muscle development, including periosteum^23^. During development, it contributes to mineralisation of the mouse cavarial bones^24^. In contrast to *Tnc*, *Tnn* is down-regulated during differentiation of MC3T3-E1 mesenchymal cell (MSC) line to bone^25^. Both tenascins are regulated by BMP2 and the Wnt pathway^25^. Both tenascins and *Fmod* were strongly associated with chondrocyte dedifferentiation^26^. The up-regulation of *Fmod* and *Tnn* could be part of cartilage dedifferentiation in response to trauma, possibly as an adaptation or repair attempt. This could also explain the transcriptional changes we observed involving ECM remodelling, changes in actin cytoskeleton, attenuation of the muscle phenotype, deregulation of the TGF-β pathway and up-regulation of fibromodulin and tenascins C and N. The 22 genes identified in our microarray comparison further support this hypothesis as most are involved in development and cell adhesion (Fig. 6).

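*Cytl1* and *Ucma*, both secreted by cartilage cells, fell at 2 weeks (-1.45, SE 0.13, adjusted p = 0.000487, and -1.45, SE 0.14, adjusted p = 0.000613). Of 23 chondrocyte markers 5 fell and 1 rose (9 and 3 when adjusted over the list alone), with a mean log2 fold change of -0.26, and the one that rose was *Col9a1*. Camera gave adjusted p = 0.000206 for this list, or adjusted p = 0.298 with an estimated correlation, and another list also holds 8 of its genes. In the same arrays markers of other cells had mean log2 fold changes of 0.99 (fibroblasts and synovium), 0.51 (macrophages), 0.65 (tendon, camera adjusted p = 0.069 without contralateral replicate 3) and -1.18 (adipocytes, -0.63 without contralateral replicate 2), and a change within chondrocytes was not separated from a change in the mixture of cells. Of 14 genes of hypertrophic chondrocytes 3 rose and 1 fell (3 and 1 when adjusted over the list alone, camera adjusted p = 0.966), with *Panx3*, a channel protein of maturing chondrocytes, up by 1.77 (SE 0.21, adjusted p = 0.00162). At 4 weeks 1 of the chondrocyte markers fell and none rose (3 fell and 3 rose when adjusted over the list alone). This was *Ucma* (adjusted p = 0.0474, and 0.208 without DMM replicate 3, 0.167 without DMM replicate 2, 0.0739 and 0.0821 without contralateral replicates 2 and 3, 0.0579 in the fit of all 18 arrays and 0.0506 with array weights). The mean log2 fold change was then -0.14 (camera adjusted p = 0.0105, adjusted p = 0.471 with an estimated correlation), and the call ended without DMM replicate 2 (mean -0.08, 0.0914) or 3 (mean -0.08, 0.086), while without DMM replicate 1 the mean was -0.24. The paper cites earlier work that ties tenascins and *Fmod* to dedifferentiated chondrocytes. It raises the possibility that *Fmod* and *Tnn* rise as part of such a process after trauma, perhaps as an adaptation or an attempt at repair, and that this also accounts for the changes in matrix, actin, muscle and TGF-β genes.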

Fibromodulin is thought to regulate collagen fibril cross-linking, perhaps driving it towards a denser network^27,28^. The rapid accumulation of fibromodulin has been described in cartilage of late stage canine OA^28^. Both mRNA and protein for fibromodulin, biglycan and decorin are increased in human knee OA^29^. Fibromodulin, along with decorin and biglycan, bind to active TGF-β and release it when degraded. TGF-β1 also up-regulates fibromodulin expression, perhaps as a negative feedback loop to increase sequestration^30^. Interestingly, recombinant fibromodulin alone can reprogram human fibroblasts into multipotent cells^31^.

The TGF-β pathway was enriched in this study. At 2 weeks, *Tgfb2*, *Tgfb3*, *Ltpb1* (latent TGF-β binding protein 1) and *Ltpb4* were up-regulated but the receptors *Tgfbr1* and *Tgfbr3* were down-regulated. 

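Of the genes of latent TGF-β binding proteins, *Ltbp1* rose at 2 weeks by a log2 fold change of 0.65 (SE 0.12, adjusted p = 0.0128) and *Ltbp4* by 0.57 (SE 0.14, adjusted p = 0.0325), *Ltbp2* did not pass (0.11, SE 0.14, adjusted p = 0.718), and the co-receptor gene *Tgfbr3* fell (-0.70, SE 0.16, adjusted p = 0.0253). The brightest probe of the receptor gene *Tgfbr1* had a log2 fold change of -0.46 (SE 0.16, adjusted p = 0.118), and 1 of its 3 other probes passed at -0.52 (adjusted p = 0.0366). *Bmp5* and *Bmp6*, which encode bone morphogenetic proteins, fell (-1.42, SE 0.15, adjusted p = 0.00102, and -0.66, SE 0.15, adjusted p = 0.0242), as did *Id4*, a target of their signalling (-1.06, SE 0.14, adjusted p = 0.00295). Of 56 measured genes of TGF-β and BMP signalling 8 rose and 7 fell (9 and 8 when adjusted over the list alone, camera adjusted p = 0.365). Without DMM replicates 1, 2 and 3 the adjusted p was 0.0538, 0.0733 and 0.0558 for *Ltbp1*, 0.0887, 0.123 and 0.0656 for *Tgfbr3* and 0.0625, 0.122 and 0.0737 for *Bmp6*. It was 0.125 and 0.168 for *Ltbp4* without DMM replicates 2 and 3, 0.0632 for *Ltbp4* and 0.0706 for *Tgfbr3* without contralateral replicate 1, and 0.0628, 0.0608 and 0.057 for *Ltbp4*, *Tgfbr3* and *Bmp6* without contralateral replicate 3. For *Tgfbr1* the adjusted p was 0.0335 without contralateral replicate 2. With all 18 arrays in the fit the adjusted p was 0.054 for *Ltbp1* and 0.176 for *Ltbp4*, the latter at 0.0524 with the replicate block.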

*Ltbp1* is involved in sequestration and activation of TGF-β^32^. 

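*Grem1*, whose product is a secreted antagonist of bone morphogenetic proteins, had a log2 intensity of 7.80 ± 0.28 (SD, n = 3) in DMM and 10.39 ± 0.19 (SD, n = 3) in contralateral cartilage at 2 weeks. The log2 fold change was -2.59 (SE 0.17, adjusted p = 0.000147). At 4 weeks it was -0.90 (SE 0.24, adjusted p = 0.117) and at 8 weeks -1.41 (SE 0.32, adjusted p = 0.388).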

Gremlin 1 (*Grem1*), an antagonist of TGF-β and the Wnt signalling pathway, was strongly down-regulated at 2 weeks. Gremlin 1 and FRP were identified as ‘natural breaks’ on hypertrophic differentiation of articular chondrocytes^33^. TGF-β is known to play a key role in osteophyte formation^34^ and two recent papers present conflicting roles of TGF-β in cartilage degradation^35,36^. Transgenic expression of TGF-β1 in murine osteoblasts induces OA and inhibition of TGF-β1 by antibodies or by deletion of TGF-β type II receptor, in nestin-positive MSCs, leads to less pronounced cartilage degradation after surgery-induced OA^35^. Conversely, deletion of TGF-β type II receptor in articular chondrocytes, induced progressive OA^36^. TGF-β action within a knee joint appears to be tissue dependent. TGF-β activity in the subchondral bone or in bone marrow MSCs might promote OA through bone remodelling but in the cartilage TGF-β is required for the maintenance of the chondrocyte phenotype. Levels outside the normal physiological range may promote cartilage degeneration.

Contractile elements formed another enriched group in this study. They were down regulated at both 2 and 4 weeks. 

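Several contractile genes fell at both times, with log2 fold changes at 2 and 4 weeks of -1.87 and -1.97 for *Acta1*, -2.28 and -2.28 for *Myl1* and -3.20 and -2.05 for *Myh4*. Across the 33 contractile genes the effect at 4 weeks minus that at 2 weeks had a mean of 0.08 on the log2 scale and a median of -0.01 (camera adjusted p = 0.611), and across the 26 other muscle genes a mean of -0.21 (camera adjusted p = 0.0542). At 8 weeks none of the contractile genes passed in limma and 3 were lower at an unadjusted p under 0.05 (0 when adjusted over the list alone). Their mean log2 fold change was -0.41 (camera adjusted p = 0.000951, adjusted p = 0.549 with an estimated correlation), and it was 0.02 (adjusted p = 0.996) without 8-week contralateral replicate 2, -0.65 without contralateral replicate 1 and -0.27 without DMM replicate 3. In the fit of all 18 arrays the 4-week adjusted p of *Myh4* was 0.165.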

Previous studies showed altered expression of contractile genes^21,22^. In STR/Ort mice knee cartilage they were higher in aged STR/Ort mice compared to control mice of the same age^21^ and these genes were down-regulated as the cartilage aged. A previous study identified *Myod1*, *Actc1*, *Actn2*, *Tnnc* and *Tnnt1* to be down-regulated over the time of differentiation to a hypertrophic phenotype^37^. Similarly to our study, genes associated with a muscle phenotype were down-regulated in the DMM-operated knees in the rat^13^. When comparing post-traumatic OA in old and young mice^22^, the contractile genes were down in the young cohort and up in the old one. They were also lower in the old sham-operated knees compared to the young sham-operated. The regulation of those genes appears to be dependent on the age of the tissue at injury.

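*Dio2*, which encodes the deiodinase that activates thyroid hormone within cells, rose by a log2 fold change of 1.05 (SE 0.17, adjusted p = 0.00575) at 2 weeks. Its log2 intensity was 8.73 ± 0.10 (SD, n = 3) in DMM and 7.68 ± 0.32 (SD, n = 3) in contralateral cartilage. At 4 and 8 weeks the log2 fold changes were 0.74 (adjusted p = 0.0679) and 1.18 (adjusted p = 0.361).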

*Dio2*, a gene linked with susceptibility to OA in humans was induced at 2 weeks^38^. Dio2 protein was expressed at higher levels in OA cartilage^39^. Interestingly, *Pthr1*, a receptor for the OA susceptibility gene *Pthlh* was also induced at 2 weeks^40^. 

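*Pth1r*, the receptor gene for parathyroid hormone and its related peptide, rose by a log2 fold change of 1.03 (SE 0.19, adjusted p = 0.0108) at 2 weeks and 0.94 (SE 0.13, adjusted p = 0.0082) at 4 weeks. Its 2 other probes had log2 fold changes of 0.51 and 0.61 at 2 weeks and did not pass. The 2-week call ended without DMM replicate 1 or 3 (adjusted p = 0.052 and 0.0662) and the 4-week call without DMM replicate 3 (0.0502) and in the fit of all 18 arrays (0.0773).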

Increased Dio2 expression, by altered methylation of the risk allele, leads to lower ECM deposition and induction of catabolic and mineralisation markers^41^, providing an explanation for epigenetic effects on the risk allele, leading to induction of the *Dio2* gene and an OA-like phenotype^41^.

A marked decrease in gene expression at 8 weeks following DMM surgery, with a subsequent increase at 16 weeks, was observed in the whole knee^17^. 

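Of 831 genes called at 2 weeks on their brightest probe, 780 had the same direction at 4 weeks (93.9%) and 722 at 8 weeks (86.9%), a comparison across genes, which are not independent replicates. *Lum* had a log2 fold change of 1.37 (SE 0.22, adjusted p = 0.268) at 8 weeks and *Bpifb1*, a secreted lipid-binding protein, 2.41 (SE 0.34, adjusted p = 0.225). *Cthrc1* was at 0.15 (SE 0.27, adjusted p = 0.908) and *Myh4* at -0.19 (SE 0.73, adjusted p = 0.962). Genes of the matrix metalloproteinases had a mean effect at 8 weeks that was below that at 2 weeks (difference -0.66, camera adjusted p = 0.000434, adjusted p = 0.587 with an estimated correlation). The same held for the fibroblast and synovium markers (difference -0.53, camera adjusted p = 0.000996, adjusted p = 0.65 with an estimated correlation).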

Our study supports this observation at 8 weeks. One might argue that the chondrocytes reach a new state that is almost indistinguishable at the gene level from the chondrocytes on the unoperated limb, apart from the persistence of *Fmod* and *Tnn*. This might reflect a transient adaptation to the altered biomechanical environment, which cannot be maintained in the presence of continuous biomechanical changes. Therefore possibly reflecting a point of no return if the abnormal biomechanical status persists. If true, it might be the last point of therapeutic intervention and requires further investigation.

We reconstructed interactions between regulated genes at 2 and 4 weeks. This revealed pathogenic elements including the potential interplay between ECM components and growth factors, the complement and coagulation systems, changes in focal adhesion and integrins and changes to the cytoskeleton. At 2 weeks, fibronectin (*Fn1*) was identified at the centre of the main subnetwork, consistent with previous studies^5,6,14,21^.

Olex *et al*.^42^ recently identified signalling and metabolic pathways post-DMM in mice by reconstructing networks based on their previous microarray data^17^. Among the affected pathways are ECM-receptor interaction, focal adhesion and the TGFβ signalling pathway, in agreement with our results. They also show involvement of the Wnt and hedgehog signalling pathways and riboflavin metabolism. Although we did not map the latter pathways, many of their constituent genes are dysregulated in our study. These include *Sfrp2* and *4*, *Fzd6* and *10*, *Wif1*, *Wisp1 Wisp2*, *Gli1*, *Ptch1* and *Enpp2* and *3*.

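At 2 weeks the Wnt modulators *Sfrp2* and *Sfrp4* rose by log2 fold changes of 1.48 (SE 0.18, adjusted p = 0.00215) and 1.16 (SE 0.23, adjusted p = 0.0146), while *Wif1*, a secreted Wnt inhibitor, fell (-0.72, SE 0.13, adjusted p = 0.0106). *Ccn4* and *Ccn5*, the present symbols of *Wisp1* and *Wisp2*, rose by 0.73 (SE 0.13, adjusted p = 0.0106) and 1.77 (SE 0.39, adjusted p = 0.0223). *Gli1* and *Ptch1*, target genes of hedgehog signalling, fell (-0.64, SE 0.15, adjusted p = 0.0296, and -0.69, SE 0.15, adjusted p = 0.0239). The ectonucleotidase gene *Enpp3* rose by 0.83 (SE 0.18, adjusted p = 0.0236), and *Enpp2* was not analysed here, because no probe carried its name. The brightest probe of *Fzd6* had 0.38 (adjusted p = 0.201) and another passed at 0.80 (adjusted p = 0.0417). For *Fzd10* the brightest probe had -0.30 (adjusted p = 0.404) and another passed in the opposite direction at 0.62 (adjusted p = 0.0444). Of 40 Wnt and hedgehog genes 5 rose and 6 fell (9 and 8 when adjusted over the list alone, camera adjusted p = 0.966). Without DMM replicates 2 and 3 the adjusted p was 0.0724 and 0.0783 for *Sfrp4*, 0.0566 and 0.0715 for *Wif1*, 0.0612 and 0.0648 for *Ccn4*, 0.106 and 0.101 for *Ccn5*, 0.142 and 0.104 for *Gli1*, 0.12 and 0.111 for *Ptch1* and 0.117 and 0.123 for *Enpp3*. *Gli1* was not past the threshold without DMM replicate 1 (0.0594) or contralateral replicate 1 (0.0645), *Ptch1* without contralateral replicate 3 (0.0589), *Ccn5* with an intensity trend and robust variances (0.105) and *Sfrp2* in the fit of all 18 arrays (0.0543).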

We compared our results with a recent microarray study of the tibial articular cartilage after DMM^14^. Eighty-six regulated genes overlapped at the 2-week time point [Fig. 5(A)]. Enriched pathways included the TGFβ signalling pathway (*Dcn*, *Thbs3*, *Bmp6*). Fibronectin, the key hub in our 2-week network, was also present. Comparison of commonly regulated genes among other studies, using the DMM model in the mouse^17^ or rat^13^, revealed TGFβ, regulation of the actin cytoskeleton and focal adhesion as the three commonly dysregulated pathways [Fig. 5(B)]. Previously a panel of 20 commonly regulated genes between rat and human OA was identified^15^. The same panel of genes showed 16 of those genes dysregulated in the mouse cartilage at any one time point^14^. 

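*Nbl1*, a secreted antagonist of bone morphogenetic proteins, rose by a log2 fold change of 1.47 (SE 0.19, adjusted p = 0.00276) at 2 weeks, *Pcolce*, which enhances the processing of procollagens, by 1.39 (SE 0.21, adjusted p = 0.0043) and *Aqp1*, a water channel gene, by 0.83 (SE 0.15, adjusted p = 0.00858). *Timp1* rose by 0.76 (SE 0.18, adjusted p = 0.0338), and the collagen genes *Col4a1* and *Col6a2* by 0.66 (SE 0.14, adjusted p = 0.0208) and 1.06 (SE 0.16, adjusted p = 0.00503). *Ndrg2*, which encodes a protein linked to differentiation and stress, fell (-1.11, SE 0.12, adjusted p = 0.00132), and so did the tubulin gene *Tubb2b* (-0.64, SE 0.13, adjusted p = 0.0145). The brightest probe of *Timp3* had a log2 fold change of -0.35 (SE 0.13, adjusted p = 0.132), and of 2 others, at -0.63 and -0.43, the first passed (adjusted p = 0.0215), as the brightest did with an intensity trend and robust variances (adjusted p = 0.0423). With *Col3a1*, *Lum* and *Mmp3*, 9 of these 12 genes rose and 2 fell at 2 weeks (9 and 3 when adjusted over the list alone, camera adjusted p = 0.00018, adjusted p = 0.287 with an estimated correlation). The paper chose these genes on the same arrays, so the count is not independent evidence. The call of *Aqp1* ended without DMM replicate 2 (0.0582), and those of *Timp1*, *Col4a1* and *Tubb2b* without DMM replicate 1 (0.132, 0.0553 and 0.0601), 2 (0.0606, 0.108 and 0.0659) or 3 (0.121, 0.0899 and 0.0792). The adjusted p of *Timp1* was 0.0523 and 0.0503 without contralateral replicates 2 and 3, and that of *Col4a1* 0.0524 without contralateral replicate 3 and 0.072 in the fit of all 18 arrays.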

We show agreement for 12 of the 20 genes (*Aqp1*, *Col3a1*, *Col4a1*, *Col6a2*, *Lum*, *Mmp3*, *Nbl1*, *Ndrg2*, *Pcolce*, *Timp1*, *Timp3*, *Tubb2b*). This motivated us to identify the overlap between our study and other microarrays in human samples. We have identified 194 genes in common with^16^, 88 genes with^7^, 33 with^43^ and 19 with^6^ (*P* < 0.0001 for all those comparisons). Three genes were up-regulated in all the human microarrays and ours (*Col15a1*, *Fn1* and *Timp3*). 

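*Col15a1*, which encodes a collagen of basement membrane zones, rose by a log2 fold change of 0.96 (SE 0.16, adjusted p = 0.00646) in DMM cartilage at 2 weeks, and its values were 0.71 (adjusted p = 0.0837) at 4 weeks and 1.11 (adjusted p = 0.225) at 8 weeks. *Fn1* had log2 fold changes of 0.49 (adjusted p = 0.195) at 4 weeks and 0.41 (adjusted p = 0.54) at 8 weeks, and *Timp3*, an inhibitor of aggrecanases, of -0.21 (adjusted p = 0.617) and -0.03 (adjusted p = 0.975).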

KEGG pathways common to these arrays include ECM and focal adhesion; TGFβ signalling is common to two datasets [Figs. 5 and 6]. 

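*Col5a1*, a chain of a collagen that starts fibril formation, had a log2 intensity of 11.90 ± 0.11 (SD, n = 3) in DMM and 11.17 ± 0.46 (SD, n = 3) in contralateral cartilage at 2 weeks, a log2 fold change of 0.73 (SE 0.20, adjusted p = 0.0571). *Ltbp2*, which encodes a protein of elastic microfibrils, had 0.11 (SE 0.14, adjusted p = 0.718), at intensities of 5.80 ± 0.11 (SD, n = 3) and 5.70 ± 0.16 (SD, n = 3). *Inhba*, the gene of an activin subunit, had 0.49 (SE 0.21, adjusted p = 0.208). *Adamts5* was not analysed here, because no probe carried its name. *Col5a1* was past the threshold in the fit of all 18 arrays (adjusted p = 0.0474), with an intensity trend and robust variances (0.0487), with array weights (0.0446) and without contralateral replicate 1 (0.0353).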

Some notable genes with high coverage between arrays, like *Ltbp2* and *Col5a1* (in 7/9 examined), *Inhba* (in 6/9), *Serpine1* (5/9) and *Adamts5* (4/9) were not detected in our array. However, we are able to detect either homologues of those genes (*Ltbp1* and *4*, *Col5a2* and other Serpins) or changes in their pathways (TGFβ for *Ltbp2* and *Inhba*). It is difficult to attribute the undetectability to either a methodological or biological bias. We expect that both sources of variation contribute equally. However, for *Adamts5* we believe this to be mainly due to biological variation, given the poor repeatability among the various studies (4/9) and that we can only detect it very early after DMM (6-h) only by qPCR. Generally, the different microarray platform chosen, in combination with different amplification and labelling methods is probably the key factors behind gene-undetectability. This is a well-known problem concerning meta-analysis of microarray studies and so far no satisfactory way to tackle this problem exists^44–46^. A way to address this problem is to compare pathways that are dysregulated, rather than actual genes.

A limitation of this study is the use of contralateral knees rather than sham-operated controls. Although this reduced our animal use by 50%, it created two main issues. First, changes in the joint might be related to surgery itself, increasing the likelihood of false positives. Second, there may be changes occurring in the contralateral joint as a result of ipsilateral disease, perhaps driven by possible systemic factors or altered loading owing to the operated ipsilateral joint. Importantly, there was no statistical difference in histological scores or gene expression in the contralateral joints over time. Moreover, there is significant overlap between genes regulated in our study and those of other studies that included a sham control. Our histological observations and our previous work investigating pain following DMM show neutrophil infiltration in the joint cavity and synovitis is present post-operatively in the joints of both sham and DMM animals; this is normally acute and dissipates after the first week^47^. Comparing our dataset to a group of inflammation related genes^18^, shows that although there is a significant overlap between our 2-week dataset and the inflammatory one, the p.m.f. of this overlap is a lot higher than those observed for the datasets that originated against a sham control or healthy human cartilage samples [Fig. 5(D)]. In other words, cartilage produces inflammatory-related genes that are involved in the disease process. The number of those inflammatory genes appears to diminish at 4 weeks in the cartilage, as the p.m.f. increased to 0.2 indicating that such an overlap could be due to chance [Fig. 5(D)].

The examined transcriptome data indicate changes to the transcriptional wiring that affect:

1) ECM organisation
2) cell adhesion
3) TGFβ (and other signalling pathways like Notch, FGF and IGF), and
4) chondrocyte differentiation.

However, we are still unaware how these events are related to each other and how the altered mechanical status and the ageing process affect these components.

This study reinforces the transcriptomic approach to understanding disease pathogenesis and the relative importance of chondrocyte-driven changes in gene expression.

## Author contributions

• Conception and design: MDG, TLV, GBG, JS, HN & AC
• Analysis and interpretation of the data: MDG & AC
• Drafting of the article: MDG, TLV, AC
• Critical revision of the article for important intellectual content: All authors
• Final approval of the article: All authors
• Statistical expertise: AC
• Obtaining of funding: TLV, JS, HN
• Administrative, technical, or logistic support: GBG
• Collection and assembly of data: MDG, CD, AB, AC

## Role of the funding sources

The work was funded by NIAMS/NIH grant AR40994, by the medical engineering solutions in OA initiative (Wellcome Trust and the Engineering and Physical Sciences Research Council, Grant number 088844/Z/09/Z) and Arthritis Research UK, Centre for Osteoarthritis Pathogenesis, Grant number 20205. MDG was a PhD student, funded by scholarships from The Kennedy Trust for Rheumatology Research and the Royal College of Surgeons of England. The funding bodies had no role in the study design, collection, analysis and interpretation of data, nor in the writing of the manuscript, or in the decision to submit the manuscript for publication.

## Competing interests

None of the authors has any competing interests to declare.

## Figures and Tables

**Fig. 1:**
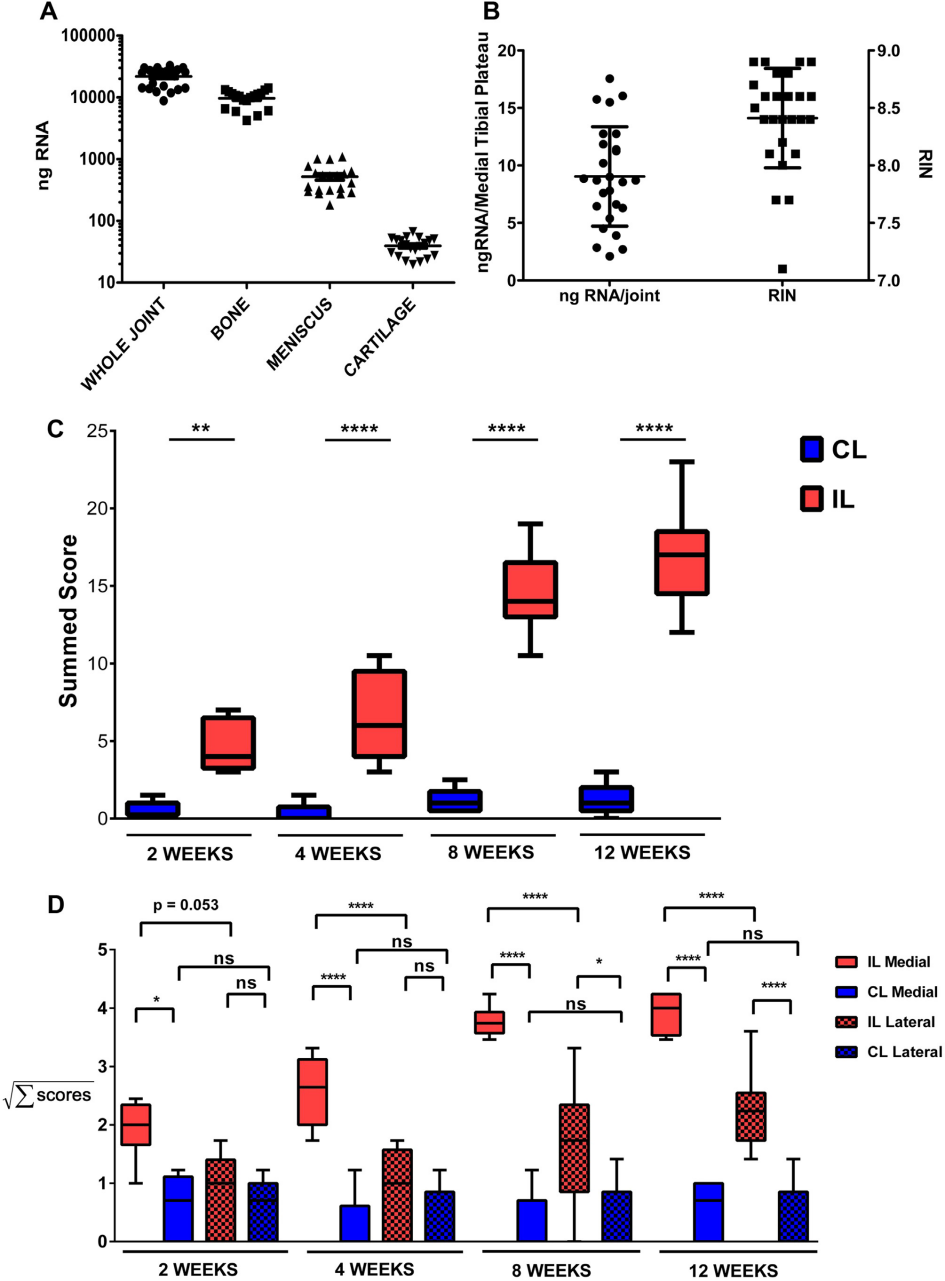
Quantity and quality of RNA isolated from dissected knee tissues and histological scores for cartilage degradation post-DMM. A: Amount of RNA isolated from a whole joint (*n* = 22; 11 animals, 10–14 weeks of age) and from cartilage (*n* = 20 each point is a pool of at least two joints; 30 mice in total, 10–14 years of age; the same group of 30 animals was used for the meniscus and bone RNA isolation), meniscus (*n* = 20) and tibial epiphysis with the cartilage removed (Bone) (*n* = 20). B: Amount per joint and quality of RNA isolated from MTP cartilage (*n* = 29; each point is a pool of 4–8 MTPs, we used 102 mice in total ranging from 10 to 18 weeks old. This group includes the 30 animals used on panel A and the 72 used for the microarray). C: Histological assessment of coronal knee sections at 2, 4, 8 and 12 weeks post-DMM. Boxes represent the summed histopathological score of cartilage degradation of the unoperated (CL, blue boxes) and operated knees (IL, red boxes). For each time point 10 mice were used (30 in total) (*n* = 10). The whiskers cover the breadth of the first to the ninety-ninth percentile of the scores with the median represented by the horizontal line in the box. The values for all groups approximate a Gaussian distribution (D'Agostino and Pearson omnibus normality test, *P* > 0.07). (*: *P* < 0.05, **: *P* < 0.01, ***: *P* < 0.001, ****: *P* < 0.0001 two way analysis of variance (ANOVA), Bonferroni *post-hoc* test, the *P* values are multiplicity adjusted). D: Histological assessment of coronal knee sections at 2, 4, 8 and 12 weeks post-DMM. Boxes represent the summed histopathological score of cartilage degradation of the unoperated (CL, blue boxes) and operated knees (IL, red boxes) on the medial (solid boxes) and lateral (checked boxes) side. For each time point 10 mice were used (30 in total) (*n* = 10). The whiskers cover the breadth of the first to the ninety-ninth percentile of the scores with the median represented by the horizontal line in the box. The data were transformed by taking the square root of the values prior to the statistical testing. After transformation the values for all groups approximate a Gaussian distribution (D'Agostino and Pearson omnibus normality test, *P* > 0.07. (*: *P* < 0.05, **: *P* < 0.01, ***: *P* < 0.001, ****: *P* < 0.0001 two way ANOVA, Bonferroni *post-hoc* test, the *P* values are multiplicity adjusted).

**Fig. 2:**
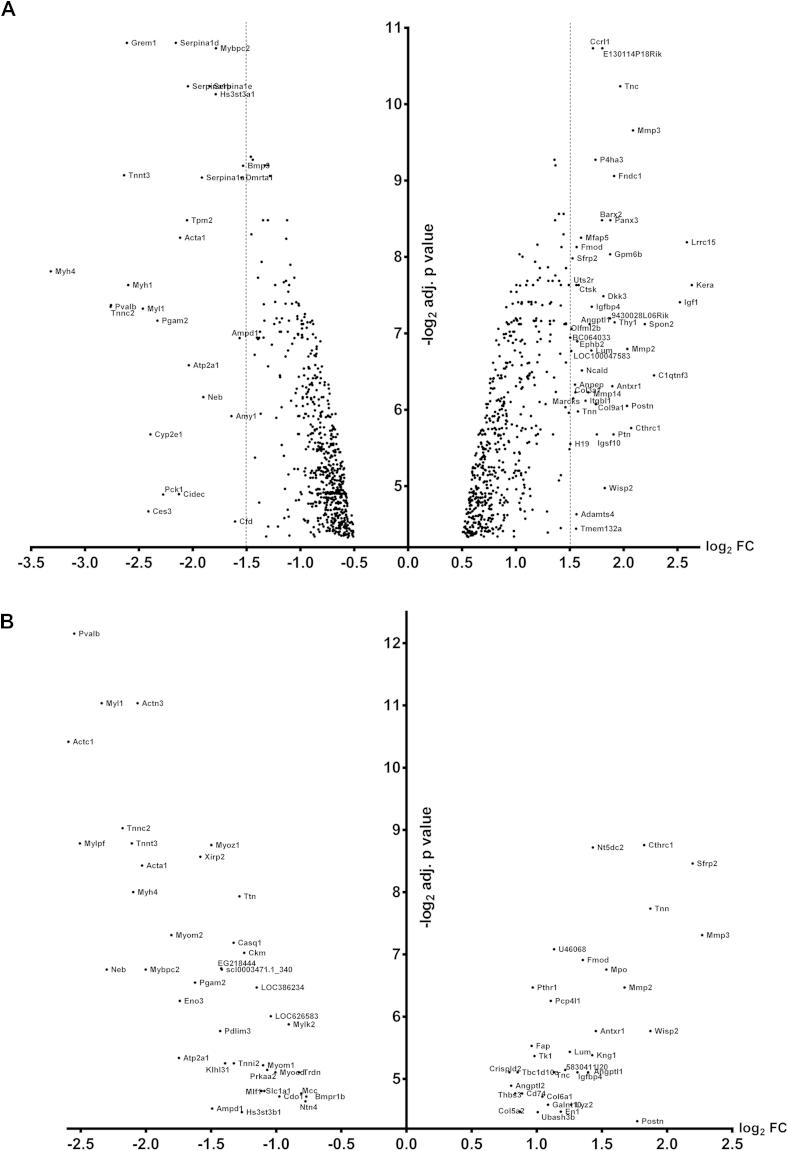
Differentially expressed genes in the operated medial tibial cartilage at 2 (A) and 4 (B) weeks. The base 2 logarithm of the fold change for each gene that was confidently detected in our array was plotted against the base 2 logarithm of the *P* value that was adjusted for multiplicity. The names of the genes with a fold change greater than 2.8 or less than 0.35 are presented at 2 weeks, where the dotted vertical line represents the boundaries for those fold changes. At 4 weeks the significantly regulated genes with a fold change greater than 1.5 and less than 0.5 are represented.

**Fig. 3:**
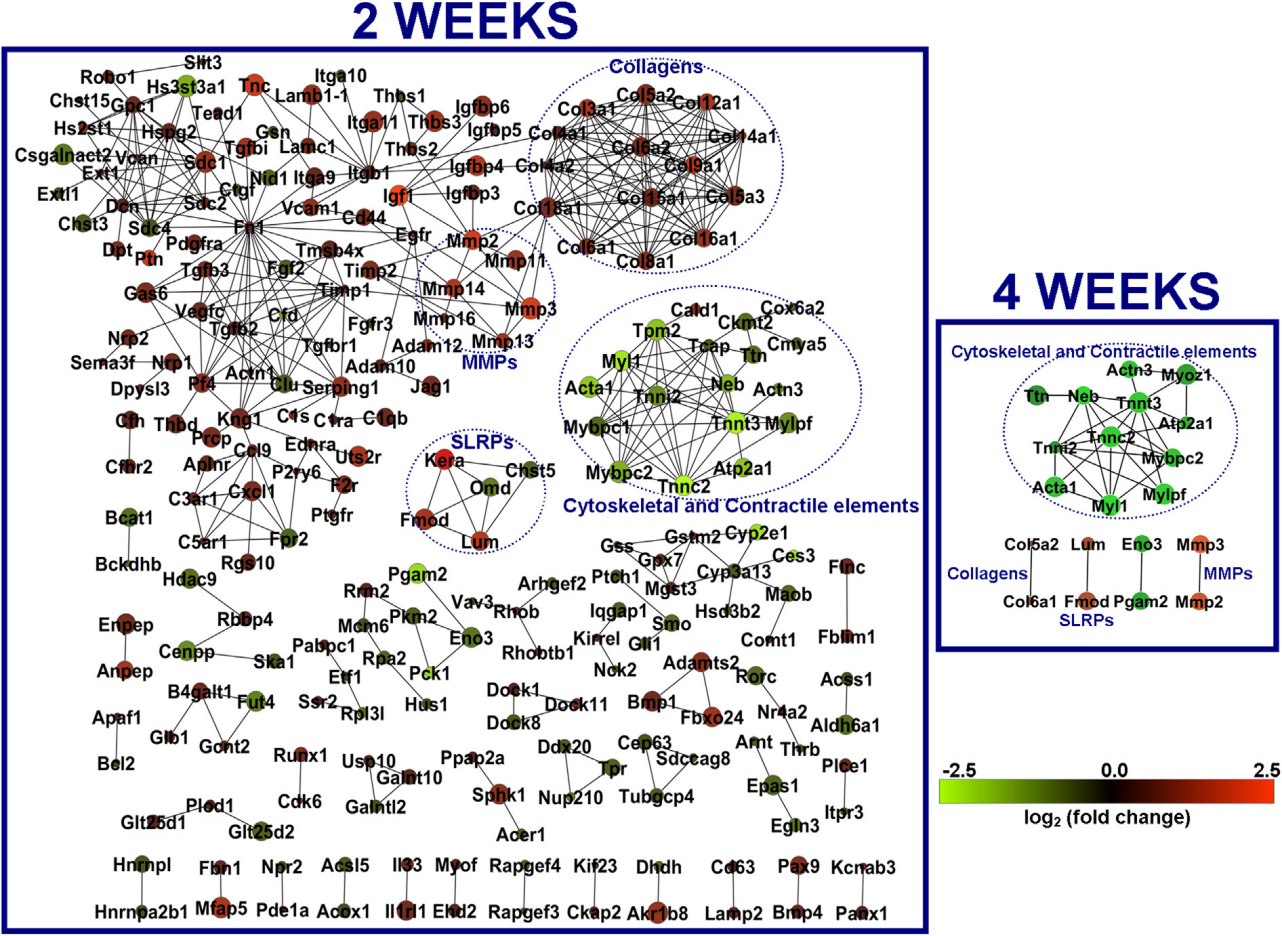
Network representation of the protein–protein interactions between genes that were significantly regulated at 2 (right panel) and 4 weeks (left panel). Only genes with at least one interacting partner are represented. Nodes are coloured according to the fold change in gene expression over the contralateral limbs. Green represents down-regulated components and red represents up-regulated genes. The gradient bar shows the change in colour according to the fold change. The size of the node represents the significance of the observed change (adjusted *P* value for pairwise comparisons) with smaller nodes closer to 0.05 and increasing size towards an adjusted *P* value of 0. The dotted blue circles highlight group of nodes in the 2 week network that has at least one connected member in the 4 week network. The titles of the circles, represent the functional group of the circled nodes (MMPs: matrix metalloproteinases, SLRPs: small leucine repeat proteins).

**Fig. 4:**
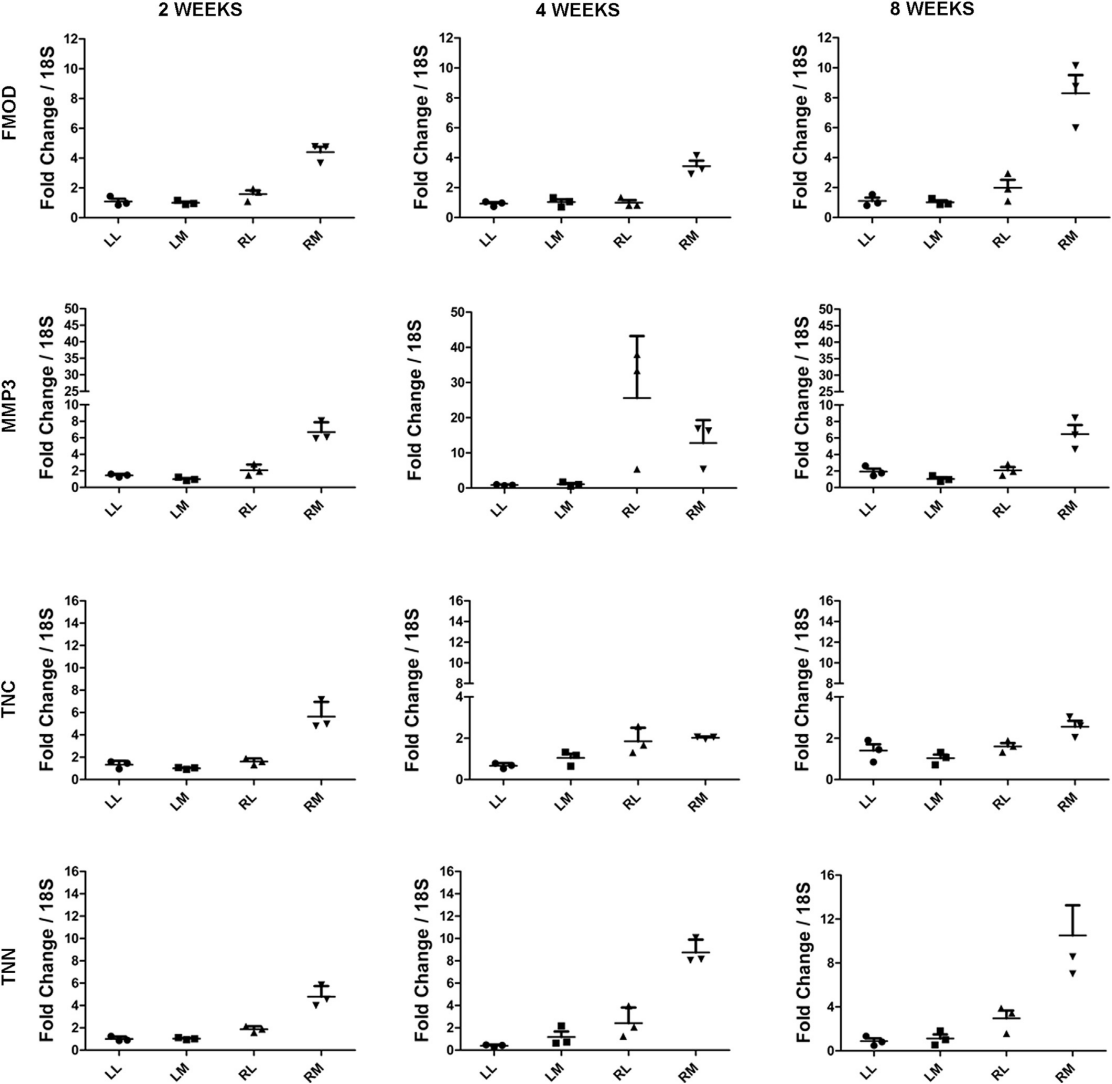
Quantitative RT-PCR demonstrates that the selected genes are regulated mainly on the MTP cartilage. LL: contralateral lateral, LM: contralateral medial, RL: ipsilateral lateral, RM: ipsilateral medial. [*n* = 3 and each point is a pool of five cartilage compartments; therefore 45 mice were used; data from 30 of these mice were used for the data on Fig. 1(A) and (B) as well.]

**Fig. 5:**
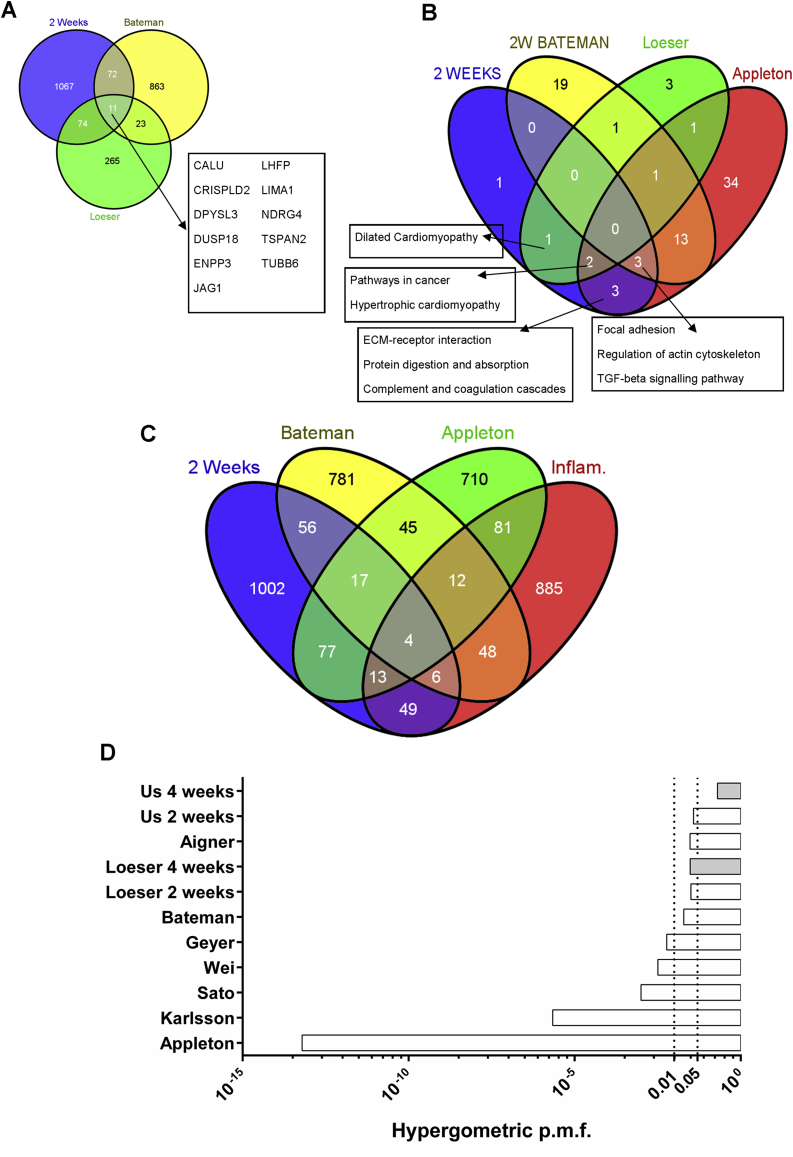
Gene and pathway overlap among our data and previously published microarrays in mice undergone DMM. A. Venn diagram showing the overlap between gene-sets of significantly regulated genes 2 weeks post-DMM (Blue: our results, Yellow: on RNA from microdissected tibial plateau cartilage over SHAM operated mice from Bateman *et al*., 2013^14^, Green: dataset from whole medial knee joint over SHAM operated mice from Loeser *et al*., 2013^17^). The inset contains the list of 11 genes that are differentially regulates all three studies. B. Venn diagram depicting the overlap for KEGG pathways that were significantly enriched in four different studies in rodents. (Blue: Current study, 2 weeks; Yellow: Bateman *et al*., 2013^14^ as in A; Green: Loeser *et al*., 2013^17^, as in A; Red: genes regulated in the rat femoral and tibial cartilage at 4 weeks post-anterior cruciate ligament transection and partial medial meniscectomy over SHAM, Appleton *et al*., 2007^13^.) Insets contain the list of the overlapping KEGG pathways for each comparison. C. Venn diagram showing the association between gene-sets of significantly regulated genes following surgically-induced OA in rodents and inflammation related genes. (Blue: Current study, 2 weeks; Yellow: Bateman *et al*., 2013^14^ as in A; Green: Appleton *et al*., 2007^13^, as in B; Red: a set of inflammation-related genes identified bioinformatically, Loza *et al*., 2007^18^.) D. Hypergeometric distribution p.m.f. for the associations of the nine arrays study here with the inflammatory gene-set from Loza *et al*., 2007, as in C. Dotted lines depict probabilities of 0.01 and 0.05.

**Fig. 6:**
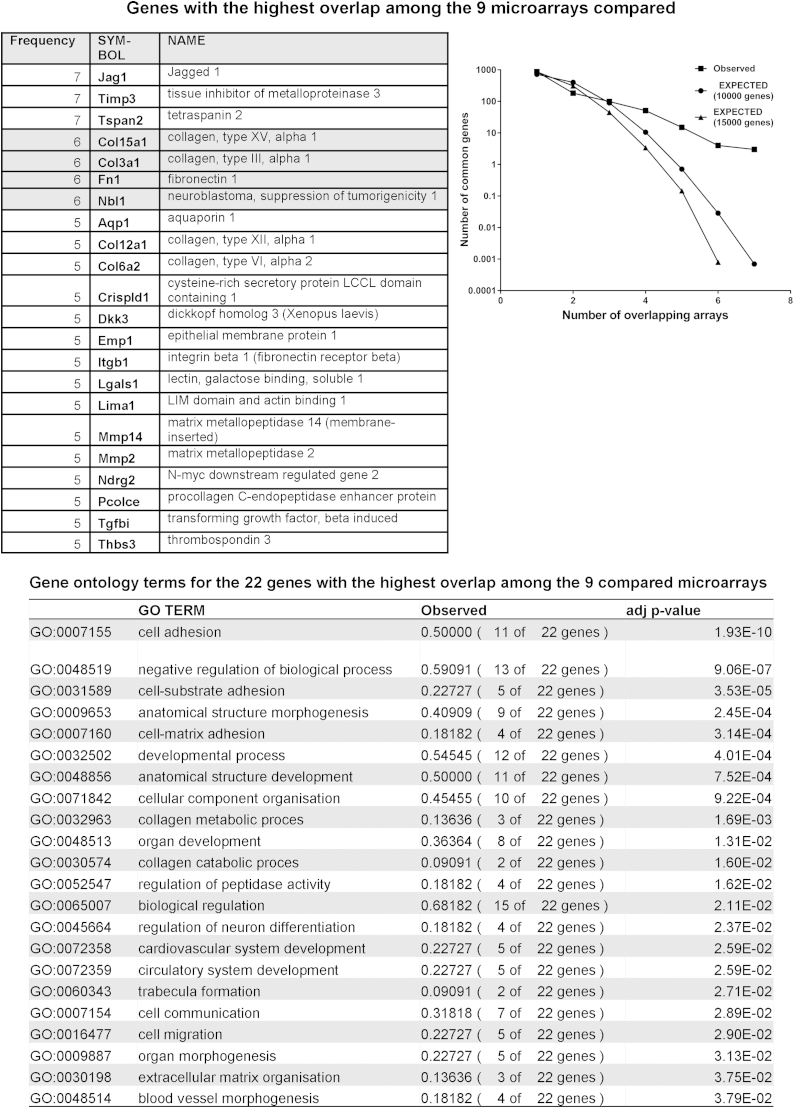
Comparison of amount of overlap between our study and previously published microarrays on cartilage from surgically induced OA in rodents and in OA human samples. Frequency histogram (squares) of the genes regulated in the current study and in eight previously published microarrays^6,7,13–17,43^. The expected number of genes was calculated by running a customised simulation of overlap between random samplings equal to the size of the compared array sets, without substitution and starting either from a sampling group of 10,000 (circles), or 15,000 (triangles) genes in MATLAB. The top table contains the genes with the highest frequency of occurrence among the gene sets studied. The bottom table contains the information on Biological Process gene ontology terms that were significantly overrepresented among the genes with the highest frequency of occurrence.

# Supplementary material for: Transcriptional analysis of micro-dissected articular cartilage in post-traumatic murine osteoarthritis
**Source:** Osteoarthritis Cartilage. 2015 Apr;23(4):616–28. doi: 10.1016/j.joca.2014.12.014
**Supplement:** Supplementary file 1

**Supplementary Materials and Methods**

*Microdissection protocol, cartilage RNA extraction and whole genome expression analysis (WGA)*

The operated and contralateral (control) joints were dissected from the hind limb. The musculature was removed and the collateral and cruciate ligaments divided to separate the joint. The menisci were removed and cartilage was dissected under a microscope. Cartilage from the medial and lateral tibial plateaus of both knees was collected separately in RNAlater (Invitrogen), frozen on dry ice and stored at -80 °C. The epiphysis was separated from the metaphysis by inserting the scalpel into the physis and twisting. For whole joint RNA extraction, the skin and musculature was removed and the femoral bone was cut at the proximal patella and the tibia was cut just above the insertion of the tibio-patellar ligament. Bone, meniscus and whole joint specimens were immediately snap frozen in liquid nitrogen.

Eight individual tibial plateau cartilage samples, frozen in RNAlater, were pooled together. The RNAlater was thawed and removed by pipette. The cartilage was disrupted using a #15 scalpel in Buffer RLT containing 1% beta-mecaptoethanol and homogenised using a PowerGen Model 125 homogeniser (Fisher Scientific, Loughborough, UK) on ice, for three 10 s intervals interrupted by 5 s breaks. The homogenised tissue was digested for 30 min at 55 °C with proteinase K. The supernatant was collected following centrifugation and added to 0.5 volumes of 100% ethanol. This mixture was added to an RNEasy MinElute spin column and the manufacturer’s instructions followed. Total RNA was eluted in 12 µL of RNase-free water. The RNA quality was determined using an Agilent 2100 Bioanalyzer with RNA 6000 Pico or Nano LabChip kits (Agilent Technologies) following the manufacturer’s instructions.

WGA was performed using the NuGEN Ovation Pico System (NuGEN). The cDNA was labelled using the FL-Ovation cDNA Biotin Module V2 (NuGEN). The quality and quantity of the amplified cDNA was checked using an Agilent 2100 Bioanalyzer with RNA 6000 Nano LabChip kit. The labelled cDNA was hybridised to an Illumina Mouse WG-6 v2.0 Expression BeadChip (Illumina). The allocation of samples to each BeadChip was randomised to minimise batch effects. GenomeStudio software (Illumina) was used to produce data for subsequent WGA. Data were loaded from GenomeStudio into R environment (*lumi*) [[1](#_ENREF_1)] for statistical analysis. Following quantile normalisation, *lumi* software was used to perform the probe selection and quantile normalisation on a log scale across all arrays [[2](#_ENREF_2)]. Independent pairwise comparisons and two-way ANOVA were completed using *limma* [[3](#_ENREF_3)].

DAVID [[4](#_ENREF_4)] was used to perform pathway analysis (KEGG) and functional annotation clustering (FAC) of the dysregulated genes sets. The Illumina BeadChip file (Mouse WG-6_V2_0_R2_11278593_A) was used as background list. A high stringency was used for the clustering with an EASE score greater than 0.1.

*Construction of regulatory pathways*

Genes found to be significantly regulated in the pairwise comparisons at 2, 4 and 8 weeks were analysed by EGAN 1.4 (Exploratory Gene Association Network) to reveal a protein-protein interaction network [[5](#_ENREF_5)]. Only the protein-protein interaction data in the EGAN database were used to feed the network. The constructed networks were verified in STRING version 9.05 [[6](#_ENREF_6)]. The prior knowledge utilised from STRING to reconstruct the networks included all databases apart from the ones that described gene neighbourhoods and gene fusion. Only interactions with a score greater than 0.9 were utilised and only the relationships that were present in STRING were kept to produce a network using cytoscape [[7](#_ENREF_7)].

*Comparison of previously published microarray gene sets*

The collected gene sets were translated to the corresponding mouse entrez gene ids to correct for differences in nomenclature between genes using the MGI batch query [[8](#_ENREF_8)] tool. Comparisons were made with customised tools in Excel and Matlab R2013b (Mathworks Inc, Cambridge UK). As we are unsure of the number of genes that are conserved between the human and mouse genomes, we decided to run simulations based on an initial pool of 10000 or 15000 elements. Each element corresponds to a gene. We created arrays of equal size as the eight arrays we chose to compare, drawn from an initial pool of 10000 or 15000 elements, randomly and without substitution. The arrays generated were compared to an array of equal size to the amount of significant genes at two weeks in our study (1224 elements). The amount of common elements between this array and any of the other eight arrays was determined. We performed 10000 iterations of this process in order to establish whether the observed overlap of the eight arrays with our study could be due to chance. The MATLAB code is available on request.

We decided to compare the 2-week time point with other microarray datasets because:

1. We were interested in identifying changes that are not due to the surgery alone. The major limitation of our study is the lack of a sham control. We hypothesised that genes overlapping between different datasets would help us uncover those changes that are not due to the operation but due to disease progression.
2. It was the most abundant of our datasets.
3. Of the available microarray data in the literature. Bateman’s study, which should theoretically more closely resemble ours, as it is from laser microdissected cartilage, has no 4 or 8 weeks. The only study to cover all the time points and it will be very useful as a comparison is Loeser’s. We have compared the 76 genes that we see change in our dataset at 4 weeks to those of Loeser’s and Appleton’s. We identify 11 genes overlapping with Appleton and 6 with Loeser. In addition, 32 of the genes at 4 weeks were represented in at least another dataset, when we added the human arrays and Wei’s. From the 6 overlaping with Loeser, FMOD and CRISPLD2 had at least one more representation in a human array, and from the 11 genes common with Appleton, MMP2, LUM, CTHRC1, CD74, WISP2, FAP and COL5A2 had at least a human counterpart.

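In DMM cartilage at 4 weeks *Crispld2*, which encodes a secreted protein, rose by a log2 fold change of 0.77 (SE 0.13, adjusted p = 0.0223), and *Lum* by 1.23 (SE 0.19, adjusted p = 0.0137). *Fap*, a serine protease gene of activated fibroblasts, rose by 0.93 (SE 0.14, adjusted p = 0.0149), and *Ccn5*, the present symbol of *WISP2*, by 1.81 (SE 0.26, adjusted p = 0.00967). *Cd74*, the invariant chain of antigen presentation, had 0.67 (SE 0.20, adjusted p = 0.154) on its brightest probe and passed on another at 0.86 (adjusted p = 0.0268). *Col5a2* had 0.75 (SE 0.18, adjusted p = 0.0917) and passed on another probe at 0.84 (adjusted p = 0.0324), and on its brightest with an intensity trend and robust variances (adjusted p = 0.0405) and without contralateral replicate 3 (adjusted p = 0.0339). Of the 18 fibroblast and synovium markers 3 rose and none fell at this time (12 rose when adjusted over the list alone, mean log2 fold change 0.77, camera adjusted p = 1.53e-10, adjusted p = 0.235 with an estimated correlation). The call of *Crispld2* ended without contralateral replicate 1 or 3 (0.0797 and 0.0542) or DMM replicate 2 or 3 (0.105 and 0.0987), that of *Fap* without contralateral replicate 1 (0.0604) or DMM replicate 2 (0.0737), and that of *Lum* without DMM replicate 2 (0.0678). In the fit of all 18 arrays *Lum* (0.0773) and *Ccn5* (0.0698) were not past the threshold.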

As our microarray study lacked sham operated controls we were required to identify whether the dysregulated genes in our study could have arisen as a result of inflammatory processes. Given the lack of published microarray studies on cartilage or whole knee joint from models of inflammatory arthritis we decided to use as a test dataset a gene-set that included key genes that are involved on all aspects of inflammation and associated pathways [[9](#_ENREF_9)]. The human counterpart counts 1027 genes in the set that after correcting for the mouse homologues we ended up with 1098 genes. In order to calculate the hypergeometric distribution probability mass function for the observed overlap against this gene-set, we assumed a background of 20000 genes.

*Statistics*

All groups of data were checked for approximation to the Gaussian distribution using the D’ Agostino and Pearson omnibus normality test. Distributions were considered to be Gaussian if the p value for the null hypothesis was greater than 0.05. The summed histological scores for the contralateral tibial plateau cartilage (Fig. 1D) did not fit a Gaussian distribution. Therefore we transformed the values by taking the square root. This suppressed the skewness and kurtosis and the transformed values approximated a Gaussian distribution. A 2-way ANOVA was performed on the transformed values.

Where multiple comparisons between multiple endpoints or multiple genes were made, family-wise multiplicity corrections were applied with α = 0.05. Hence, all the reported p values are multiplicity adjusted p values.

For the microarray the moderated t-statistic derived p-values, were corrected for multiple testing by using the Benjamini-Hochberg method to control the false discovery ratio below the set threshold of 5%.

The tests performed at each case are described in the text and in the figure legends. The number of experimental units is given as n and the number of animals also provided when pooling of samples occurred. For example, for the microarrays we have 3 experimental units for each group at each time point, even though each experimental unit is the result of pooling the medial tibial plateau of eight animals.

To derive the number of animals required for each experiment, we performed power calculations based on previous data. For the histological data, we determined that 9 animals would be sufficient to enable us to discriminate 80% of the differences greater than 13 between treated and untreated animals. Indeed, the calculated power for our experiment to distinguish a difference between means greater than 2.5 was at least 85% for a value of α = 0.05 for the whole joint histology scores. For the individual compartment scores we have a power greater than 85% for a value of α = 0.05 to see differences of at least 3.5 between the means. For the microarrays, we based our power calculations on previous PCR data. We expected a standard deviation of 0.4, expecting about 2500 differentially expressed genes with an estimated number of false positive genes set to 5%. We wanted to be able to see at least 80% of the genes that changed at least 2 fold. This gave us an estimated number of 3 experimental units per experimental group with a per gene value of α = 0.05. The calculated power for our microarray study was greater than 90% for detecting changes greater than 2 with an FDR of 5%. All microarray power calculations were done according to [[10](#_ENREF_10)].

Statistical tests were performed on Graphad Prism, version 6, unless otherwise stated.

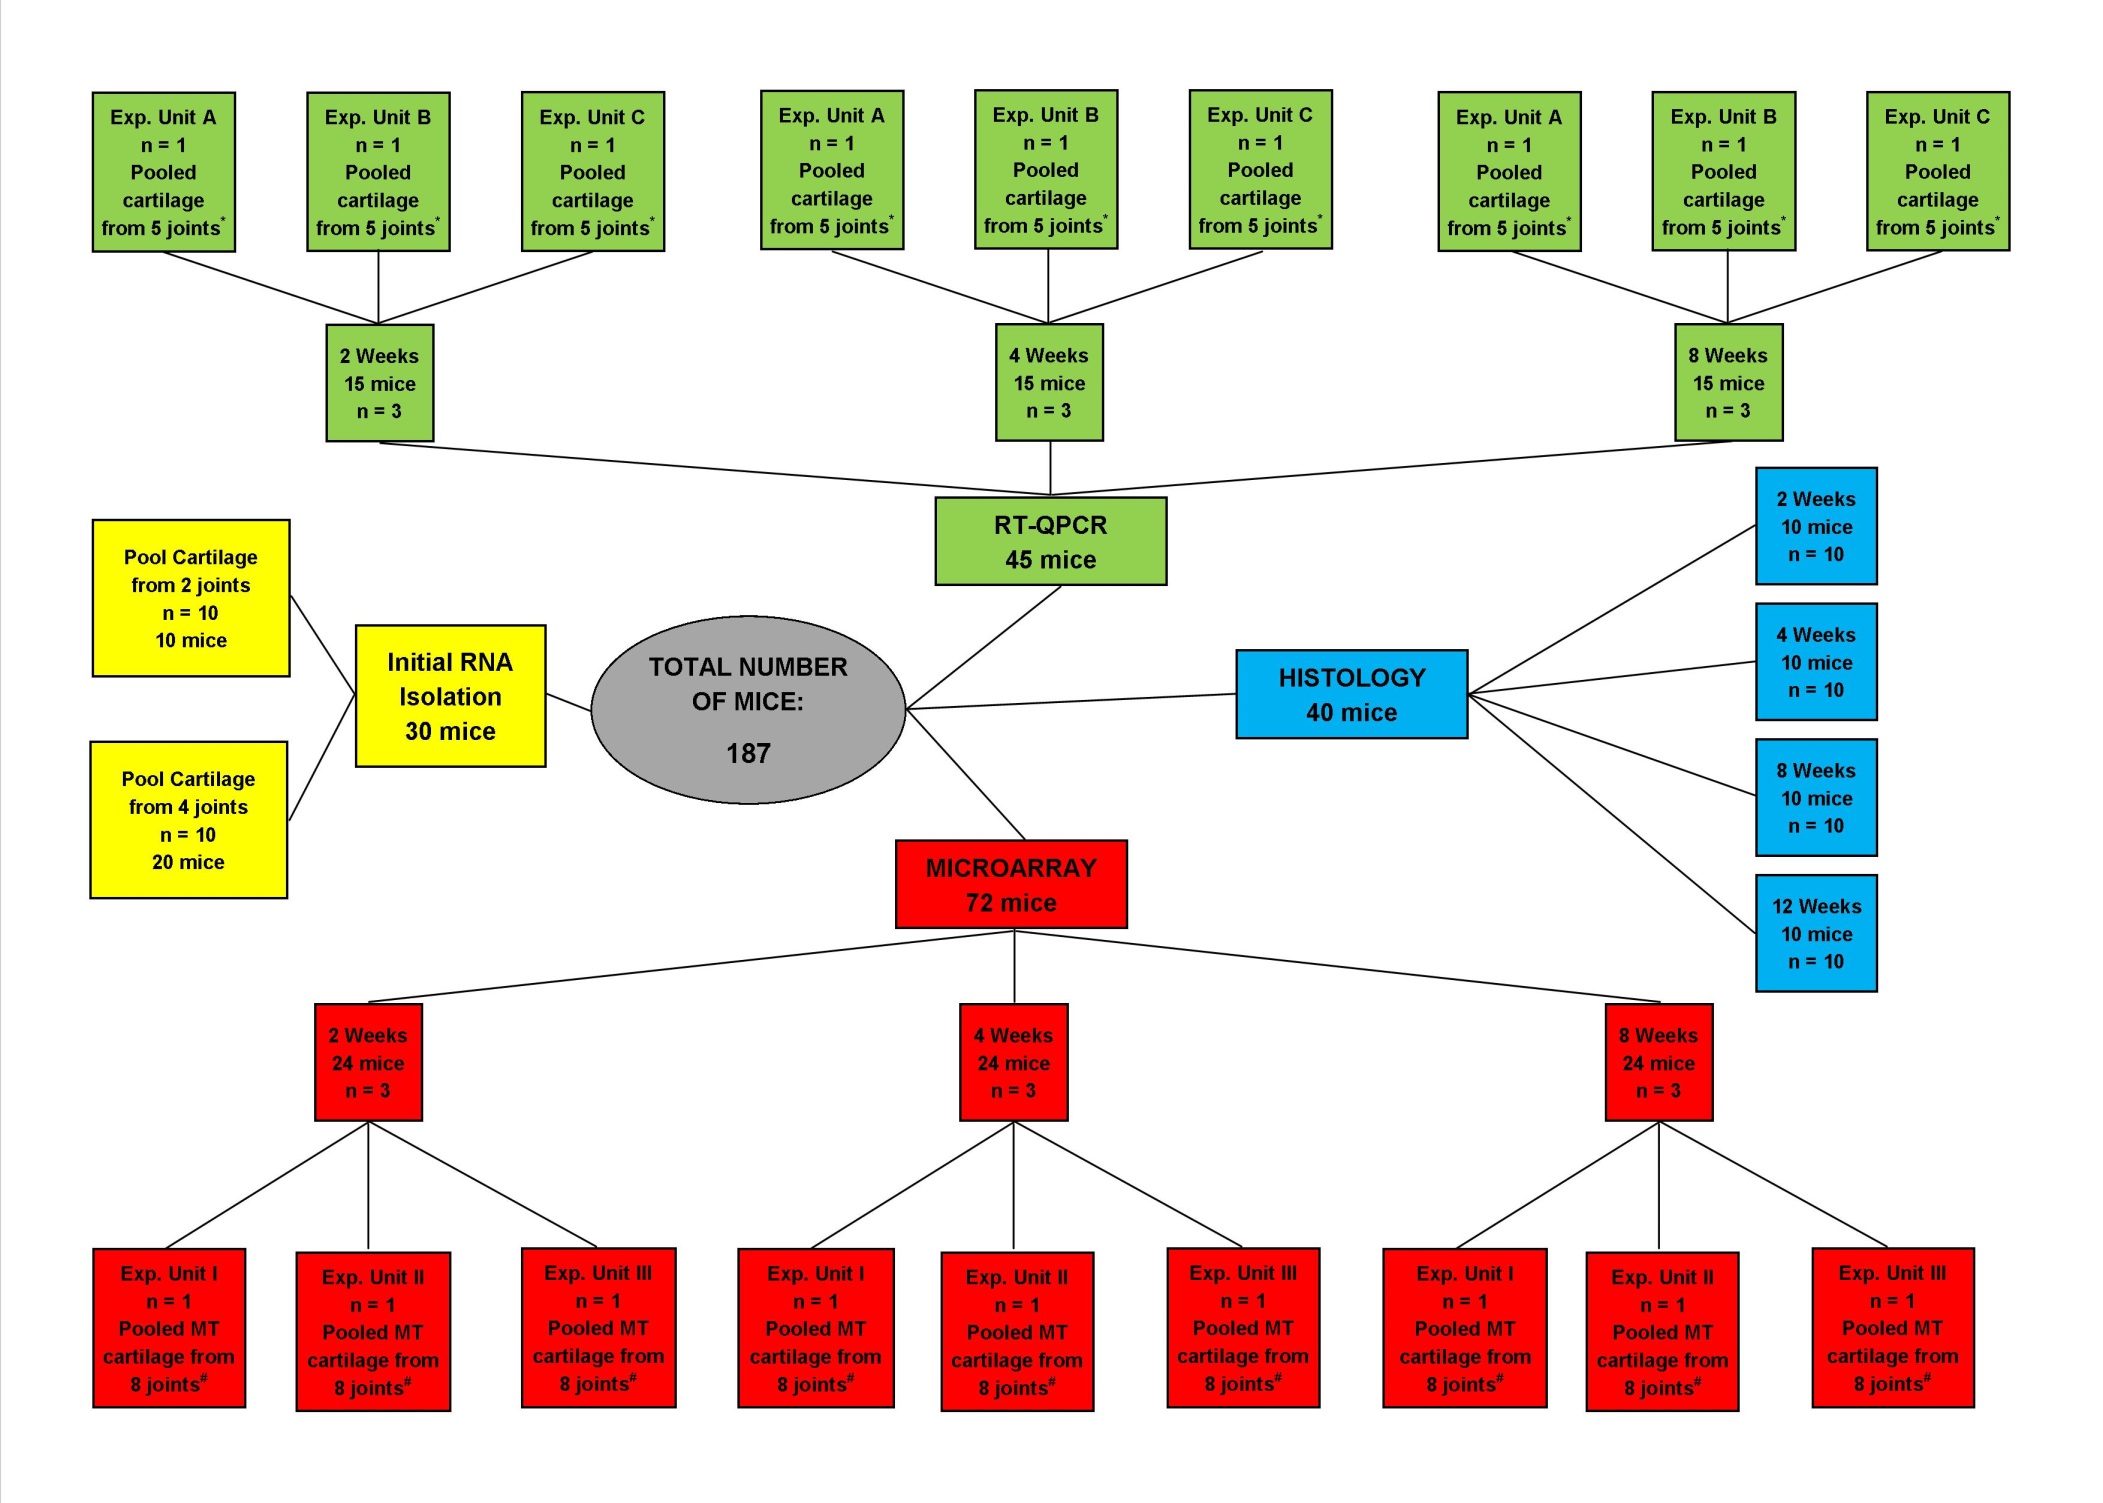

**Supplementary Figure 1**: A schematic representation of the animals used in this study. *: For the PCR experiment, the cartilage from the contralateral medial and lateral tibial plateau and the ipsilateral medial and lateral tibial plateau were dissected separately. The cartilage from the same anatomical compartment of 5 mice was pooled together. This translates as 3 time points, 2 experimental (CL vs IL) conditions and 2 anatomical positions (medial vs lateral tibial plateaus), 12 experimental groups all together with n = 3 for each group.

#: For the microarray study, the cartilage from the contralateral and the ipsilateral medial tibial plateau was dissected separately and the cartilage of 8 mice was pooled together. This translates as 3 time points, 2 experimental conditions (CL vs IL) and one anatomical position (medial tibial plateau), 6 experimental groups all together with n = 3 for each group.

**Table S1**. Summary of BeadChip data for statistical analysis. The estimated numbers of false positives are based on a false discovery rate (FDR) of 5%. Multiple probes may represent a single gene.

| **Comparisons** | **No. of probes selected** | **No. of probes differentially expressed (*p* < 0.05)** | **Estimated no. of false positives** |
| --- | --- | --- | --- |
| **2 wk control vs DMM** | 19600 | 1425 | 71 |
| **4 wk control vs DMM** | 19283 | 90 | 4 |
| **8 wk control vs DMM** | 20524 | 3 | - |
| **4 wk DMM vs 2 wk DMM** | 19763 | 522 | 26 |
| **8 wk DMM vs 2 wk DMM** | 20595 | 203 | 10 |

**Table S2**. Number of probes up, or down-regulated in DMM cartilage at 2, 4 and 8 weeks. Pairwise comparisons (*t*-test; adjusted p-value < 0.05). Some genes are counted more than once owing to the presence of multiple probes.

|  | **2 weeks** |  | **4 weeks** |  | **8 weeks** |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Fold change** | **Up** | **Down** | **Up** | **Down** | **Up** | **Down** |
| **All significant** | 698 | 727 | 41 | 49 | 3 | 0 |
| **> 1.5** | 653 | 683 | 41 | 49 | 0 | 0 |
| **> 2** | 248 | 154 | 32 | 43 | 3 | 0 |
| **> 3** | 41 | 31 | 8 | 21 | 0 | 0 |
| **> 4** | 11 | 22 | 3 | 13 | 0 | 0 |
| **> 5** | 3 | 11 | 1 | 4 | 0 | 0 |
| **> 6** | 2 | 6 | 0 | 1 | 0 | 0 |
| **> 7** | 0 | 1 | 0 | 0 | 0 | 0 |

**Table S3**.  Most significantly regulated genes in DMM cartilage at 8 weeks.

| **ProbeID** | **ACCESSION** | **SYMBOL** | **logFC** | **adj.P.Val** |
| --- | --- | --- | --- | --- |
| 5080358 | NM_021355.2 | Fmod | 1.94629 | 0.025639 |
| 4180626 | NM_177839.2 | Tnn | 1.67216 | 0.027241 |

**Table S4**. KEGG pathways associated with differentially regulated genes at 2 and 4 weeks post DMM.

| **2 WEEKS** | | | | |
| --- | --- | --- | --- | --- |
| **Term** | **Count** | **%** | **P Value** | **Genes** |
| ECM-receptor interaction | 26 | 2.89 | 6.10E-14 | TNC, COL3A1,ITGA11, ITGA10, SDC4, ITGB1, SDC2, CHAD, GP9, CD44, COL6A2, COL6A1,TNN,THBS1,THBS2,THBS3,FN1,COL4A2,COL4A1,COL5A3,COL5A2,ITGA9,SDC1,LOC640441,LAB1-1,RELN,LAMC1 |
| Focal adhesion | 34 | 3.78 | 4.10E-10 | TNC, COL3A1, ITGA11, ITGA10, ITGB1, CHAD, DOCK1, BCL2, COL6A2, COL6A1, TNN, THBS1, THBS2, THBS3, FN1, COL4A2, GM3655, COL4A1, VAV3, RAF1, MYLK2, MYLPF, IGF1, ACTN1, ACTN3, COL5A3, FLNC, COL5A2, VEGFC, ITGA9, LOC640441, LAMB1-1, PDGFRA, MAPK8, RELN, LAMC1 |
| Complement and coagulation cascades | 15 | 1.67 | 1.57E-05 | C3AR1, C7, LOC100048401, LOC677441, GM5196, CBX3, C1S, LOC100048018, SERPINA1B, SERPINA1A, SERPINA1D, CFH, GM7721, CFD, KNG1, GM5792, C5AR1, LOC633016, SERPING1, GM8893, SERPINA1E, GM6917, C1QB, THBD, GM6901, LOC632383, GM7469, F2R |
| TGF-beta signaling pathway | 14 | 1.56 | 3.06E-04 | BMP4, PPP2R1B, LTBP1, ACVRL1, TGFBR1, TGFB3, DCN, TGFB2, LOC640441, ID4, THBS1, THBS2, BMP5, THBS3, BMP6 |
| Pathways in cancer | 31 | 3.45 | 7.06E-04 | FGFR3, EGLN3, TGFB3, MMP2, ITGB1, GLI1, TGFB2, ARNT, BCL2, RUNX1, TPR, FGF2, TRAF4, FN1, BMP4, LOC100043998, COL4A2, GM3655, COL4A1, EPAS1, MSH2, TGFBR1, RAF1, IGF1, FZD6, VEGFC, FZD10, RASSF1, LAMB1-1, PDGFRA, MAPK8, PTCH1, LOC100048537, LAMC1 |
| Regulation of actin cytoskeleton | 22 | 2.45 | 0.001932 | LOC100047211, FGFR3, VAV3, WASF1, ITGA11, RAF1, MYLK2, MYLPF, ITGA10, ACTN1, ACTN3, ITGB1, IQGAP1, ITGA9, DOCK1, GSN, SCIN, CYFIP2, PDGFRA, TMSB4X, FGF2, F2R, FN1 |
| Hypertrophic cardiomyopathy (HCM) | 12 | 1.33 | 0.002389 | ACTC1, LMNA, ITGA11, TGFB3, IGF1, ITGA10, TPM2, TTN, ITGB1, TPM4, TGFB2, ITGA9, LOC100048431, GM7809 |
| Dilated cardiomyopathy | 12 | 1.33 | 0.005024 | ACTC1, LMNA, ITGA11, TGFB3, IGF1, ITGA10, TPM2, TTN, ITGB1, TPM4, TGFB2, ITGA9, LOC100048431, GM7809 |
| O-Glycan biosynthesis | 6 | 0.67 | 0.010425 | GALNT2, GALNT10, WBSCR17, GALNTL2, LOC635918, OGT, GCNT1, LOC676881 |
| Colorectal cancer | 10 | 1.11 | 0.027388 | FZD10, GM3655, MSH2, BCL2, TGFBR1, TGFB3, PDGFRA, RAF1, MAPK8, FZD6, TGFB2 |
| Heparan sulfate biosynthesis | 5 | 0.56 | 0.040139 | HS3ST3A1, EXT1, EXTL1, HS3ST3B1, HS2ST1 |
| Galactose metabolism | 5 | 0.56 | 0.040139 | AKR1B8, B4GALT1, PFKP, UGP2, GLB1 |
| Small cell lung cancer | 9 | 1.0 | 0.058254 | COL4A2, GM3655, COL4A1, BCL2, LAMB1-1, LAMC1, APAF1, ITGB1, TRAF4, FN1 |
| Bladder cancer | 6 | 0.67 | 0.059513 | VEGFC, FGFR3, LOC640441, RASSF1, RAF1, THBS1, MMP2 |
| Renin-angiotensin system | 4 | 0.44 | 0.059917 | NLN, ANPEP, CTSA, ENPEP |
| Gap junction | 9 | 1.0 | 0.065258 | TUBB2A-PS2, TUBB2B, TUBB2A, TUBB5, PDGFRA, RAF1, GJA1, TUBB6, ITPR3, PRKG1 |
| Lysosome | 11 | 1.22 | 0.068864 | LAMP2, CTSK, LAPTM5, IGF2R, LGMN, CTSC, CTSA, CTSB, CD63, CTSH, GLB1 |
| Arrhythmogenic right ventricular cardiomyopathy (ARVC) | 8 | 0.89 | 0.075467 | ITGA9, ITGA11, LMNA, GJA1, ACTN1, ITGA10, ACTN3, ITGB1 |
| Fc gamma R-mediated phagocytosis | 9 | 1.0 | 0.089285 | VAV3, MARCKSL1, GSN, MARCKSL1-PS3, WASF1, SPHK1, SCIN, RAF1, MARCKS, PPAP2A |
| **4 WEEKS** | | | | |
| **Term** | **Count** | **%** | **P Value** | **Genes** |
| Focal adhesion | 8 | 12.12 | 2.77E-05 | TNC, MYLK2, MYLPF, COL6A1, TNN, ACTN3, COL5A2, THBS3 |
| ECM-receptor interaction | 5 | 7.57 | 5.69E-04 | TNC, COL6A1, TNN, COL5A2, THBS3 |
| Hypertrophic cardiomyopathy (HCM) | 3 | 4.54 | 0.058201 | ACTC1, PRKAA2, TTN |

**Table S5**. Top ten clusters after functional annotation clustering analysis of genes up-regulated in DMM cartilage at two weeks. Group enrichment score orders the clusters. This is the geometric mean (-log scale) of member's *p*-values in the corresponding annotation cluster; cluster 1 is the most enriched.

| **Cluster** | **Category*^a^*** | **ID** | **Term** | **Study pop. %*^b^*** | **p-value*^c^*** |
| --- | --- | --- | --- | --- | --- |
| 1 | INTERPRO | IPR006025 | Peptidase M, neutral zinc metallopeptidases, zinc-binding site | 4.42 | 3.22E-14 |
| 2 | INTERPRO | IPR003129 | Laminin G, thrombospondin-type, N-terminal | 1.89 | 2.75E-08 |
| 3 | INTERPRO | IPR006210 | EGF-like | 4.42 | 2.85E-07 |
| 4 | GOTERM_MF_FAT | GO:0005520 | Insulin-like growth factor binding | 1.89 | 4.72E-08 |
| 5 | INTERPRO | IPR001881 | EGF-like calcium-binding | 3.16 | 8.03E-08 |
| 6 | GOTERM_MF_FAT | GO:0070011 | Peptidase activity, acting on L-amino acid peptides | 8.42 | 5.46E-08 |
| 7 | GOTERM_BP_FAT | GO:0001568 | Blood vessel development | 4.84 | 3.52E-07 |
| 8 | GOTERM_MF_FAT | GO:0001871 | Pattern binding | 3.16 | 5.82E-06 |
| 9 | INTERPRO | IPR018358 | Disintegrin, conserved site | 1.89 | 3.24E-05 |
| 10 | INTERPRO | IPR001007 | von Willebrand factor, type C | 1.68 | 6.40E-05 |

*^a^* Gene ontology (GO) terms were for cellular component (CC), biological process (BP) or molecular function (MF); INTERPRO, InterPro database ;PIR, Protein Information Resource.

*^b^* Percentage of the total genes submitted that are denoted by the annotation term.

*^c^* Modified Fisher Exact p-value (EASE score) [[11](#_ENREF_11)]. Perfect enrichment p = 0, the smaller the p-value the more enriched the term.

**Table S6**. Top 10 clusters from functional annotation clustering analysis of genes down-regulated in DMM cartilage at two weeks. Group enrichment score orders the clusters. This is the geometric mean (-log scale) of member's *p*-values in the corresponding annotation cluster; cluster 1 is the most enriched.

| **Cluster** | **Category*^a^*** | **ID** | **Term** | **Study pop. %*^b^*** | **p-value*^c^*** |
| --- | --- | --- | --- | --- | --- |
| 1 | GOTERM_CC_FAT | GO:0030017 | Sarcomere | 2.98 | 2.27E-06 |
| 2 | GOTERM_BP_FAT | GO:0030029 | Actin filament-based process | 3.52 | 1.34E-04 |
| 3 | GOTERM_BP_FAT | GO:0008219 | Cell death | 5.96 | 5.28E-04 |
| 4 | GOTERM_BP_FAT | GO:0031032 | Actomyosin structure organization | 1.36 | 7.89E-05 |
| 5 | PIR_SUPERFAMILY | PIRSF001630 | Serpin | 1.63 | 0.005 |
| 6 | GOTERM_BP_FAT | GO:0009725 | Response to hormone stimulus | 2.98 | 8.57E-04 |
| 7 | GOTERM_MF_FAT | GO:0004866 | Endopeptidase inhibitor activity | 2.44 | 0.011 |
| 8 | INTERPRO | IPR001212 | Somatomedin B | 0.81 | 0.014 |
| 9 | GOTERM_BP_FAT | GO:0043067 | Regulation, programmed cell death | 5.15 | 0.019 |
| 10 | INTERPRO | IPR018248 | EF hand | 2.17 | 0.001 |

*^a^* Gene ontology (GO) terms were for cellular component (CC), biological process (BP) or molecular function (MF); INTERPRO, InterPro database ;PIR, Protein Information Resource.

*^b^* Percentage of the total genes submitted that are denoted by the annotation term.

*^c^* Modified Fisher Exact p-value (EASE score) [[11](#_ENREF_11)]. Perfect enrichment p = 0, the smaller the p-value the more enriched the term.

**Table S7**. Top 10 clusters from functional annotation clustering analysis of genes down-regulated four weeks following DMM surgery. Group enrichment score orders the clusters. This is the geometric mean (-log scale) of member's *p*-values in the corresponding annotation cluster; cluster 1 is the most enriched.

| **Cluster** | **Category*^a^*** | **ID** | **Term** | **Study pop. %*^b^*** | **p-value*^c^*** |
| --- | --- | --- | --- | --- | --- |
| 1 | GOTERM_CC_FAT | GO:0030017 | Sarcomere | 25 | 1.47E-12 |
| 2 | GOTERM_CC_FAT | GO:0015629 | Actin cytoskeleton | 30.6 | 1.88E-12 |
| 3 | GOTERM_BP_FAT | GO:0030036 | Actin cytoskeleton organization | 16.7 | 1.94E-05 |
| 4 | INTERPRO | IPR002048: | Calcium-binding EF-hand | 16.7 | 7.82E-06 |
| 5 | GOTERM_BP_FAT | GO:0030239 | Myofibril assembly | 11.1 | 6.51E-06 |
| 6 | GOTERM_BP_FAT | GO:0014706 | Striated muscle tissue development | 13.9 | 1.20E-04 |
| 7 | GOTERM_MF_FAT | GO:0008092 | Cytoskeletal protein binding | 16.7 | 0.002 |
| 8 | GOTERM_MF_FAT | GO:0005200 | Structural constituent of cytoskeleton | 11.1 | 3.80E-05 |
| 9 | GOTERM_CC_FAT | GO:0016529 | Sarcoplasmic reticulum | 8.3 | 0.002 |
| 10 | GOTERM_MF_FAT | GO:0003774 | Motor activity | 8.3 | 0.037 |

*^a^* Gene ontology (GO) terms were for cellular component (CC), biological process (BP) or molecular function (MF); INTERPRO, InterPro database ;PIR, Protein Information Resource.

*^b^* Percentage of the total genes submitted that are denoted by the annotation term.

*^c^* Modified Fisher Exact p-value (EASE score) [[11](#_ENREF_11)]. Perfect enrichment p = 0, the smaller the p-value the more enriched the term.

**References**

1. Du P, Kibbe WA, Lin SM. lumi: a pipeline for processing Illumina microarray. Bioinformatics 2008; 24: 1547-1548.

2. Lin SM, Du P, Huber W, Kibbe WA. Model-based variance-stabilizing transformation for Illumina microarray data. Nucleic Acids Res 2008; 36: e11.

3. Smyth GK, Michaud J, Scott HS. Use of within-array replicate spots for assessing differential expression in microarray experiments. Bioinformatics 2005; 21: 2067-2075.

4. Dennis G, Jr., Sherman BT, Hosack DA, Yang J, Gao W, Lane HC, et al. DAVID: Database for Annotation, Visualization, and Integrated Discovery. Genome Biol 2003; 4: P3.

5. Paquette J, Tokuyasu T. EGAN: exploratory gene association networks. Bioinformatics 2010; 26: 285-286.

6. Franceschini A, Szklarczyk D, Frankild S, Kuhn M, Simonovic M, Roth A, et al. STRING v9.1: protein-protein interaction networks, with increased coverage and integration. Nucleic Acids Res 2013; 41: D808-815.

7. Lopes CT, Franz M, Kazi F, Donaldson SL, Morris Q, Bader GD. Cytoscape Web: an interactive web-based network browser. Bioinformatics 2010; 26: 2347-2348.

8. Eppig JT, Blake JA, Bult CJ, Kadin JA, Richardson JE, Mouse Genome Database G. The Mouse Genome Database (MGD): comprehensive resource for genetics and genomics of the laboratory mouse. Nucleic Acids Res 2012; 40: D881-886.

9. Loza MJ, McCall CE, Li L, Isaacs WB, Xu J, Chang BL. Assembly of inflammation-related genes for pathway-focused genetic analysis. PLoS One 2007; 2: e1035.

10. Lee ML, Whitmore GA. Power and sample size for DNA microarray studies. Stat Med 2002; 21: 3543-3570.

11. Hosack DA, Dennis G, Jr., Sherman BT, Lane HC, Lempicki RA. Identifying biological themes within lists of genes with EASE. Genome Biol 2003; 4: R70.

How the deposited data were processed for this re-analysis (not part of the article)

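RNA was measured in cartilage micro-dissected from the medial tibial plateau of mouse knees that had undergone destabilisation of the medial meniscus (DMM) and of the contralateral knees, 2, 4 and 8 weeks after surgery. Each of the 18 arrays held RNA pooled from 8 mice, with 3 arrays in each of the 6 groups. The DMM and contralateral pools of a week came from the right and left knees of the same mice, but which pools share their mice is not stated, so the arrays were compared as unpaired. The authors read Illumina bead arrays, selected probes and quantile-normalised the signals across all arrays on a log scale with lumi 2.8.0 in R 2.15.0. The deposited values analysed here are on the log2 scale, for 22999 probes. Their distributions were checked: every array ran from 4.62 to 14.67, with a median between 6.55 and 6.56. No 2 arrays held the same values, with 0 duplicate pairs found.

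A table of unnormalised signals and detection p-values, with 36 columns, was not used, because its columns are named by running numbers that match no label of the arrays. The design written beforehand had assumed that probes would be selected by their detection p-value. That selection could not be applied, so all 22999 deposited probes were tested, and the alternatives that need signals or detection p-values were not run. The platform annotation gave 1 gene for 18998 probes and several for 6, and 3995 probes were not listed in it. The probes with several genes and those not listed were kept in the tests and in the counts of probes but left out of the counts of genes. Of the annotated probes 18973 had an Entrez identifier found in the gene table, and 0 symbols changed through it.

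Each pair of groups was compared with limma 3.58.1 (statmod 1.5.0, R 4.3.3), in a linear model of the 6 arrays concerned with moderated variances, and p-values were adjusted by the Benjamini-Hochberg method over all probes, at a threshold of 0.05. The comparisons were DMM against contralateral cartilage at each week, weeks against each other within DMM and within contralateral cartilage, and the change in the DMM effect between weeks, the last in 1 fit of all 18 arrays. A gene was counted as called when any of its probes passed, and its value is that of the probe with the highest mean over the 18 arrays, with other probes given where their call or sign differs. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

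The 47 gene lists came from textbook knowledge (proteinases and their inhibitors, matrix and signalling families, cell cycle, hypoxia, immediate early genes and markers of the cell types in and around cartilage), from Table S4 of the paper without predicted gene names, and from the genes that the paper gives as shared between rat and human osteoarthritis. Marker lists overlap with others: of the measured genes, another list also holds 8 of 23 for chondrocytes, 6 of 33 for contractile muscle, 0 of 26 for other muscle genes, 0 of 18 for adipocytes, 7 of 14 for osteoblasts and osteocytes, 2 of 11 for osteoclasts, 0 of 9 for erythroid cells, 1 of 16 for neutrophils, 3 of 17 for macrophages, 0 of 9 for lymphocytes, 1 of 14 for endothelium, 9 of 18 for fibroblasts and synovium, 5 of 8 for tendon and 5 of 12 for pericytes and smooth muscle. Lists were tested with camera at a preset inter-gene correlation of 0.01 and, as an alternative, with the correlation estimated from the arrays. Numbers of called genes in a list use 1 probe per gene, both at the threshold over all probes and after adjustment over the list alone.

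Genes named in the text follow a rule fixed in advance. For each comparison of DMM with contralateral cartilage it takes the 10 largest increases and the 10 largest decreases among the genes past the threshold whose 3 DMM arrays all lie on the same side of the 3 contralateral arrays, every gene that the paper names for that comparison (some of their values stand in the paper's tables and figures and count as seen), and from each gene list up to 2 risen and 2 fallen members past the threshold with the largest change. Other genes are marked as chosen after their values were seen.

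The precision that 3 arrays per group allow was tested on simulated arrays, drawn with the probe means of the contralateral arrays and with spreads from the fitted model of each week, in which 100 probes were shifted by a log2 value of 1 and 100 others by 2. The alternatives were quantile normalisation of only the arrays compared, 1 fit of all 18 arrays, an intensity trend with robust variances, array weights, the replicate number as a block, the mean of all probes of a gene, the estimated inter-gene correlation and leaving out each array in turn. Added after seeing the data were a filter on brighter probes, a filter to the number of probes in Table S1, cyclic loess normalisation and leaving out 2 arrays of week 8 together. Splits of the 6 arrays of a comparison were all fitted, and for the change between weeks 100 relabelings were drawn. Relations between list means across arrays were tested on deviations from the group means with 100000 permutations within groups.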

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

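The tests on skeletal muscle genes, those on blood and marrow genes and the check on held-out arrays at 8 weeks were chosen after the results were seen.

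Genes of skeletal muscle were lower in DMM than in contralateral cartilage at 2 and 4 weeks, by mean log2 fold changes of -1.04 and -0.96 for 33 contractile genes and -0.62 and -0.84 for 26 other muscle genes, and *Myh4*, among the brightest of them, lay at a log2 intensity of 10.09 in contralateral cartilage at 2 weeks and 11.27 at 4 weeks. A loss of contractile genes alone in chondrocytes is argued against by the other muscle genes, of which 24 of 26 at 2 weeks and 25 of 26 at 4 weeks were below 0, with upper quartiles of -0.20 and -0.35. From array to array within groups, the deviations of the 2 lists went together (r = 0.987 over 18 arrays, one-sided permutation p = 8.00e-05, rho = 0.983, and r = 0.969 without contralateral replicates 1 and 2 of week 8). Although the protocol removes the musculature before cartilage is taken under a microscope, different amounts of skeletal muscle carried over in dissection are therefore a candidate explanation, found and tested on the same data, and 6 of the 33 contractile genes and 0 of the 26 others stand in another list. A loss of the whole muscle programme in cells of the joint, or wasting of nearby muscle after DMM, was not tested and stays open.

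In contralateral cartilage 34 probes differed between 4 and 2 weeks, a comparison for which the paper reports no difference. Of the 21 named genes higher at 4 weeks, more belonged to the muscle lists than to the neutrophil list. The tests below cover only the neutrophil and erythroid lists. *Mpo*, the myeloperoxidase gene in the list of neutrophils and granulocyte precursors, lay at a log2 intensity of 7.44 and then 8.95. The list means at 4 weeks lay above those at 2 weeks for neutrophil genes (mean log2 fold change 1.02, 5 of 16 past the threshold, camera adjusted p = 3.94e-19, adjusted p = 0.419 with an estimated correlation) and erythroid genes (0.38, 0 of 9 in limma, 2 higher at an unadjusted p under 0.05, camera adjusted p = 0.00565, adjusted p = 0.562 with an estimated correlation). At 2 weeks *Mpo* had the lower of its 2 values. Between arrays within groups the 2 lists deviated together (r = 0.586 over 18 arrays, one-sided permutation p = 0.00449, rho = 0.600, and r = 0.519 without 8-week contralateral replicate 2 and 8-week DMM replicate 3). In another list stand 1 of the 16 neutrophil and 0 of the 9 erythroid genes. Given this correlation, different amounts of marrow carried over in dissection are a candidate explanation for these 2 lists only, not for the muscle genes. Age or time since surgery cannot be told apart from it, because at 8 weeks 2 of the 3 contralateral arrays lay above all 2-week arrays in the neutrophil genes and 1 did not. The count of 34 became 12, 65 and 13 without 2-week replicates 1, 2 and 3, and 0, 70 and 7 without 4-week replicates 1, 2 and 3. The erythroid list was not past the threshold without 2-week replicate 1 or 3 (adjusted p = 0.0622 and 0.096) or 4-week replicate 3 (0.185, mean 0.18), nor with only the brighter probes (0.0841).

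Limma called 1525 probes between DMM and contralateral cartilage at 2 weeks and 0 at 8 weeks (1993 at an unadjusted p under 0.05). A larger spread between arrays at 8 weeks alone would leave the effects as large as at 2 weeks, but over the 831 genes called at 2 weeks the slope of the 8-week on the 2-week log2 fold change was 0.389 (0.316 to 0.442 leaving out each 8-week array, and 0.545 for the 4-week change), a slope that choosing genes by their 2-week change lowers by itself. For 500 genes chosen on 2 arrays per group at 2 weeks, the 2-week effect was measured on the arrays held out. There the 8-week effect was 0.572, 0.373 and 0.485 of the 2-week effect and the 4-week effect 0.870, 0.502 and 0.619 (a first run on genes past the adjusted threshold gave no gene for 1 choice of arrays). Array noise in the choice does not lower these ratios, but the genes were still chosen for responding at 2 weeks, which can. Over all probes the median absolute log2 fold change was 0.173, 0.140 and 0.165 at 2, 4 and 8 weeks. The median residual SD, which adds to it, was 0.178, 0.180 and 0.230. A smaller DMM effect at 8 weeks had been expected to show as probes called by the test of the difference between 8 and 2 weeks, and 0 were called. That had been set as evidence against it, but on a wrong ground, since calling 0 probes does not show equal effects. The smallest adjusted p was 0.102, and 2419 probes had an unadjusted p under 0.05, where chance gives 1149.95 on average. Probes are not independent, so the count can lie far from that mean by chance and does not measure an excess. A smaller effect at 8 weeks therefore stays open: it is what the mean over the 500 genes, all chosen at 2 weeks, shows, while no single probe was called for it.

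For comparisons of 3 arrays with 3, the 10 distinct splits of the arrays are too few for a share under 0.05. The real count of probes and the highest of the other splits were 1525 and 0 for DMM against contralateral cartilage at 2 weeks, 147 and 0 at 4 weeks, 0 and 0 at 8 weeks, 585 and 0 for DMM at 4 against 2 weeks, 147 and 0 for DMM at 8 against 2 weeks, 34 and 1 for contralateral cartilage at 4 against 2 weeks, and 0 and 0 at 8 against 2 and at 8 against 4 weeks. For the change in the DMM effect between weeks the real count was 0, so that all 100 drawn relabelings reach it by construction and the count decides nothing. The highest counts among them were 51 between 4 and 2 weeks, 330 between 8 and 2 weeks and 167 between 8 and 4 weeks, and whether these follow another grouping of the samples was not tested.

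Several gene lists had a DMM effect that differed between weeks by a test of the difference itself, with camera at the preset correlation and all arrays of the fit, and each of the 18 arrays was then left out in turn. When the correlation was estimated, no list passed, with adjusted p from 0.248 to 0.30 between 4 and 2 weeks, from 0.587 to 0.757 between 8 and 2 weeks, and 0.297 for cell cycle and 0.826 for the others between 8 and 4 weeks. At the preset correlation, past the threshold throughout between 4 and 2 weeks were adipocyte (mean difference on the log2 scale 1.31, 0.76 without 2-week contralateral replicate 2 and 0.82 without 4-week DMM replicate 2), erythroid (0.94, 0.77 to 1.13) and neutrophil genes (1.13, 0.96 to 1.30) and the hypertrophic cardiomyopathy genes of Table S4 (-0.46, -0.51 to -0.39). Between 8 and 2 weeks they were matrix metalloproteinases (-0.66, -0.79 to -0.51) and hypoxia (0.33, 0.25 to 0.41), chondrocyte (0.22, 0.14 without 2-week DMM replicate 2), macrophage (-0.37, -0.45 to -0.28) and fibroblast and synovium genes (-0.53, -0.65 to -0.35), and between 8 and 4 weeks cell cycle (-0.40, -0.47 to -0.32) and other muscle genes (0.51, 0.33, 0.85 and 0.34 without 8-week contralateral replicates 1, 2 and 3). The other lists past the threshold lost it without at least 1 array, and for them the value that moved furthest is given with its array, or else the range. Between 4 and 2 weeks these were serpin (0.24, 0.19 to 0.28), cell cycle (0.22, 0.14 without 4-week DMM replicate 3) and lymphocyte genes (0.34, 0.21 without the same array). Between 8 and 2 weeks they were ADAM and ADAMTS (-0.28, -0.33 to -0.24), collagen (-0.25, -0.12 without 2-week contralateral replicate 2), IGF (-0.42, -0.50 to -0.34), contractile muscle (0.64, 0.40 and 1.07 without 8-week contralateral replicates 1 and 2) and adipocyte genes (0.52, -0.03 without 2-week contralateral replicate 2), and the ECM-receptor (-0.29, -0.18 without 2-week contralateral replicate 2), focal adhesion (-0.20, -0.12 without 8-week contralateral replicate 2), hypertrophic cardiomyopathy (-0.23, -0.12 without 8-week DMM replicate 3) and galactose genes of Table S4 (-0.41, -0.46 to -0.34). Between 8 and 4 weeks they were matrix metalloproteinases (-0.38, -0.22 without 8-week DMM replicate 3), hypoxia (0.19, 0.08 without 4-week contralateral replicate 1), contractile muscle (0.55, 0.31 and 0.98 without 8-week contralateral replicates 1 and 2), adipocyte (-0.79, -0.29 without 4-week DMM replicate 2), erythroid (-0.65, -0.38 without 8-week contralateral replicate 3), neutrophil (-0.87, -1.45 without 8-week contralateral replicate 2 and -0.35 without 8-week DMM replicate 3), macrophage (-0.30, -0.17 without 4-week contralateral replicate 1) and lymphocyte genes (-0.30, -0.17 without 4-week DMM replicate 3). The Table S4 lists named here were drawn from genes that the paper called at 2 weeks on these arrays. Such a choice by itself favours a smaller effect at later weeks, and leaving out 1 array does not remove it. These differences of lists were not run under the other settings.

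The list means of 7, 8 and 2 of 12 cell type marker lists, muscle apart, separated the 3 DMM arrays from the 3 contralateral arrays at 2, 4 and 8 weeks, which chance gives for 10% of such lists. The lists are not independent draws, since another list also holds 9 of 18 fibroblast and synovium, 5 of 8 tendon and 8 of 23 chondrocyte genes. Some members belong to families that the paper discusses, such as the collagen gene *Col9a1* among the chondrocyte markers. Of the separated lists, 6, 6 and 2 were also past the threshold in camera at the preset correlation, and none was with an estimated correlation. Among those past it, the mean log2 fold change at 2 weeks was -0.26 for chondrocyte, -1.18 for adipocyte (-0.63 without contralateral replicate 2), -0.52 for erythroid, 0.51 for macrophage, 0.99 for fibroblast and synovium and 0.65 for tendon markers. At 4 weeks it was 0.25 for osteoblast and osteocyte, 0.71 for neutrophil, 0.44 for macrophage, 0.35 for lymphocyte (0.22 without DMM replicate 3), 0.33 for endothelial and 0.77 for fibroblast and synovium markers, and at 8 weeks 0.46 for fibroblast and synovium and 0.49 for tendon markers. Separated but not past the threshold were the osteoclast list at 2 and 4 weeks (0.25 and 0.14, adjusted p = 0.365 at both) and the tendon list at 4 weeks (0.42, adjusted p = 0.058). The tendon list was not past the threshold without contralateral replicate 3 at 2 weeks (adjusted p = 0.069), nor at 8 weeks without contralateral replicate 3 (0.0667), without DMM replicate 2 (0.0581), in the fit of all 18 arrays (0.053) or with only the brighter probes (0.205).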

How the results depend on the processing

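Chosen only after the results were seen were the filters on brighter probes and on the number of probes in Table S1, cyclic loess and the removal of 2 arrays of week 8 together. With 3 arrays per group, simulated shifts of a log2 value of 1 were recovered at 86%, 88% and 37% with the spread of weeks 2, 4 and 8, so smaller changes are missed most at 8 weeks. Those shares hold for simulated arrays in which 196, 192 and 139 probes were called, and fewer calls make the adjusted threshold stricter. Signals near the background, where 4.62 was the lowest value on every array, cannot be told from absence without detection p-values. Not run, because signals and detection p-values could not be matched to the arrays, were background correction with neqc, scaling to a common median, an offset of 50, and the 3 selections by detection p-value.

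For the count of probes at 2 weeks, 1525, the other fits that kept all arrays stayed within 1.5 times (1281 to 1765), and leaving out 1 array gave 390 to 1574 (724, 390 and 424 without DMM replicates 1, 2 and 3). The 147 probes at 4 weeks became 36 (20 up, 16 down) in the fit of all 18 arrays, 316 with an intensity trend and robust variances and 341 with the replicate block, and 50 to 192 without 1 array (72 without contralateral replicate 1, 55 and 50 without DMM replicates 2 and 3). At 8 weeks the 0 probes became 112 (75 up, 37 down) in the fit of all 18 arrays, 4 with trend and robust variances and 3 with only the brighter probes, and 0 to 1 without 1 array (1 without DMM replicate 3). Within DMM cartilage the 585 probes at 4 against 2 weeks became 203 with all 18 arrays and 313 to 600 without 1 array (334 and 313 without 2-week replicates 2 and 3), and the 147 at 8 against 2 weeks became 246 with trend and robust variances, 236 with array weights, 96 with the block, 263 with only the brighter probes and 1 to 202 without 1 array (9, 7 and 1 without 2-week replicates 1, 2 and 3, 78 without 8-week replicate 2). Contralateral 4 against 2 weeks (34) became 1 with all 18 arrays, 52 with trend and robust variances, 70 with array weights, 18 with the block and 0 to 70 without 1 array (12, 65 and 13 without 2-week replicates 1, 2 and 3, 0, 70 and 7 without 4-week replicates 1, 2 and 3). Contralateral 8 against 2 weeks gave 0 to 1 and 8 against 4 weeks 0 to 21 without 1 array (1 and 21 without 8-week replicate 2), and the latter 6 with all 18 arrays. The change in the DMM effect had 0 probes between 4 and 2 weeks in every setting run, 0 to 3 without 1 array and 5 without the 2 arrays of week 8 between 8 and 2 weeks (3 without 2-week DMM replicate 1), and 0 to 3 and 6 between 8 and 4 weeks (1 without 4-week contralateral replicate 2 or 8-week DMM replicate 2, 3 without 8-week contralateral replicate 2). The fits without an array rest on fewer samples and the fit of all 18 shares 1 variance among groups, and otherwise the cause was not tested.

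With camera 28 lists shifted at 2 weeks (20 up, 8 down), 26 at 4 weeks (21 up, 5 down) and 15 at 8 weeks (11 up, 4 down). With an estimated correlation the counts were 0, 0 and 0, and what lowered them was not tested. Leaving out 1 array gave 24 to 29, 25 to 30 and 12 to 22. The adipocyte list at 4 weeks (0.13) ranged from -0.36 to 0.42 and was past the threshold in both directions, and the other muscle genes at 8 weeks (-0.33) ranged from -0.50 to 0.0187, the latter without contralateral replicate 2 (adjusted p = 0.888). Without both week-8 arrays the contractile genes were at 0.16 and the other muscle genes at 0.10; the cause was not tested. The contractile list at 8 weeks had a mean of 0.02 without 8-week contralateral replicate 2, its camera test keeping the downward direction (adjusted p = 0.996). Lists past the threshold under neither setting changed sign in 6 comparisons that kept all arrays, 41 times without 1 array and 13 times in added settings.

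Among the named genes none reversed. In other fits with all arrays 842 values kept direction and call, 83 lost and 10 gained a call; without 1 array 800, 318 and 4 did, and in added settings 535, 12 and 3. Of 119 named genes called at 2 weeks 81, 54 and 62 stayed past the threshold without DMM replicates 1, 2 and 3, and of 50 at 4 weeks 14 did in the fit of all 18 arrays and 21 without DMM replicate 2. Both knees of the same mice gave the pools of a week, but DMM and contralateral arrays with the same number were not shown to come from the same mice: their deviations correlated at -0.10, -0.02 and 0.10 at 2 weeks, 0.13, 0.06 and 0.07 at 4 weeks and -0.02, -0.03 and -0.09 at 8 weeks, although at 4 weeks every DMM array correlated best with its own number, as a hint from the data.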

Differences from the paper's values

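The filter on brighter probes and the filter to the number of probes in Table S1 were chosen after the results were seen. Of the 11 alternatives set before the data were examined for each comparison, those that bring a value within 1.5 times of the paper's are named below, and the others do not.

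At 4 weeks the paper's 90 probes compare with 147 here at the same adjusted threshold; array weights (134) and leaving out contralateral replicate 1 (72) or 2 (117) come within range. The filter to as many probes as Table S1 gives, chosen after seeing the values, reaches 122, and drops 0 of the 9 genes that the paper's text calls at 4 weeks. The paper's 41 up-regulated probes, which are also its 41 above 1.5-fold, compare with 79 and 79 here, within range without contralateral replicate 1 or 2. At 8 weeks the paper's 3 probes, all 3 up-regulated, compare with 0 here, and an intensity trend with robust variances (4 probes) comes within range. Only the brighter probes, a filter chosen after seeing the values, give 3 and drop 0 of the 2 genes that the paper calls there, and the fit of all 18 arrays calls both, with 112 probes.

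For larger folds, the paper's 11 probes below 5-fold down at 2 weeks compare with 6 here (12 without contralateral replicate 3 and 8 without DMM replicate 2 come within range), its 1 above 5-fold up at 4 weeks with 0 (1 without contralateral replicate 3), its 2 above 6-fold up at 2 weeks with 0 (3 without contralateral replicate 1, 2 without DMM replicate 1), its 6 below 6-fold down at 2 weeks with 2 (4, 8 and 6 without contralateral replicate 1, contralateral replicate 3 and DMM replicate 2) and its 1 below 6-fold down at 4 weeks with 0 (1 without DMM replicate 1 or 2).

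The paper's adjusted p of 0.025639 for *Fmod* at 8 weeks compares with 0.0721 here, and 0.0227 with trend and robust variances is within range. Its 0.027241 for *Tnn* compares with 0.0721, and none of the 11 comes within 1.5 times. Both genes pass the threshold with trend and robust variances (*Tnn* 0.0414), in the fit of all 18 arrays (0.000736 and 0.00492) and with only the brighter probes (0.0413 for both), chosen after seeing the values. The log2 fold changes, 1.97 (SE 0.21) and 1.86 (SE 0.19) here, lie within 1 SE of the paper's 1.94629 and 1.67216. In Table S2 the 8-week numbers are not ordered by fold: no probe stands above 1.5-fold, yet probes stand above 2-fold.

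The paper reports no difference among contralateral groups, and limma called 34 probes here between 4 and 2 weeks. It reports *Timp3* as up-regulated at 2 weeks, where the brightest probe had a log2 fold change of -0.35 (adjusted p = 0.132) and another fell by 0.63 (adjusted p = 0.0215). It names *Kera* as the most significant increase at 2 weeks, and here *Kera* ranked 29 by p and 2 by size among the 468 genes up-regulated on their brightest probe, with *Ackr4* first by p and *Lrrc15* first by size; *Myh4* ranked 1 by size among the 363 down-regulated on theirs, as in the paper. It states that *Actc1* and *Ttn* did not feature at 2 weeks, and here *Ttn* fell (-1.81, adjusted p = 0.00172), and *Actc1* passed on a dimmer probe (adjusted p = 0.0421) but not on its brightest (0.0766); the paper's own Table S4 lists both genes in its 2-week cardiomyopathy pathways. It places *Fn1* among the increases, and its brightest probe did not pass (0.55, adjusted p = 0.137) while another did (0.70, adjusted p = 0.0321). It states a fall of cytoskeletal genes, and the 40 genes of the cytoskeleton outside muscle had mean log2 fold changes of 0.21 at 2 weeks and 0.19 at 4 weeks, while the 33 contractile muscle genes fell as the paper says. It lists *Col5a1*, *Ltbp2* and *Inhba* among genes not detected. Probes for them are among the deposited values (0.73, 0.11 and 0.49 at 2 weeks), and none was past the threshold, so they were not called here either. Without detection p-values, a deposited value does not show that a signal was detected.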

Other observations

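The genes named within DMM cartilage and the relations between list means were chosen after their values were seen.

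Within DMM cartilage 412 probes were higher and 173 lower at 4 weeks than at 2 weeks. Of 16 neutrophil genes 14 rose and none fell (15 rose when adjusted over the list alone, camera adjusted p = 1.87e-32, adjusted p = 0.146 with an estimated correlation). *Ltf*, the gene of lactoferrin in neutrophil granules, rose by 3.37 (SE 0.21, adjusted p = 3.40e-06), and *S100a8*, a subunit of the calcium-binding protein calprotectin, by 3.37 (SE 0.26, adjusted p = 1.43e-05). Of 9 erythroid genes 7 rose and none fell (8 rose when adjusted over the list alone, mean 1.32, camera adjusted p = 2.20e-15, adjusted p = 0.146 with an estimated correlation), among them *Slc4a1*, the anion exchanger of red cells (2.88, SE 0.20, adjusted p = 5.06e-06), and *Alas2*, the first enzyme of erythroid haem synthesis (1.80, SE 0.15, adjusted p = 2.33e-05). Of 35 cell cycle genes 7 rose and none fell (16 rose when adjusted over the list alone, mean 0.40, camera adjusted p = 1.64e-12, adjusted p = 0.193 with an estimated correlation), with *Rrm2*, a subunit of ribonucleotide reductase, at 1.12 (SE 0.14, adjusted p = 0.00073). Of 33 contractile muscle genes 14 rose and none fell (21 rose when adjusted over the list alone, mean 0.74, camera adjusted p = 2.76e-15, adjusted p = 0.146 with an estimated correlation) and of 26 other muscle genes 5 rose and none fell (9 rose when adjusted over the list alone, mean 0.45, camera adjusted p = 3.41e-07, adjusted p = 0.193 with an estimated correlation). In contralateral cartilage these muscle lists were also higher at 4 weeks, by means of 0.65 and 0.66, and the DMM effect at 4 weeks minus that at 2 weeks was 0.08 and -0.21 (camera adjusted p = 0.611 and 0.0542). The neutrophil and erythroid means there were 1.02 and 0.38, the latter not past the threshold without 2-week contralateral replicate 1 or 3 (adjusted p = 0.0622 and 0.096) or 4-week contralateral replicate 3 (0.185, mean 0.18). The cell cycle mean in contralateral cartilage was 0.19. The DMM effect on that list at 4 weeks minus that at 2 weeks was 0.22 (camera adjusted p = 0.00201, adjusted p = 0.289 with an estimated correlation, and 0.0569 without 4-week DMM replicate 3). The neutrophil list lay at a mean log2 intensity of 6.45 ± 0.34 (SD, n = 3) at 2 weeks, 8.61 ± 0.03 (SD, n = 3) at 4 weeks and 7.41 ± 0.94 (SD, n = 3) at 8 weeks. The count of 585 probes became 334 and 313 without 2-week DMM replicates 2 and 3, and 203 in the fit of all 18 arrays.

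Within DMM cartilage 49 probes were higher and 98 lower at 8 weeks than at 2 weeks. Of 13 matrix metalloproteinases 4 fell and none rose (6 fell and 1 rose when adjusted over the list alone, mean log2 fold change -0.62, camera adjusted p = 7.84e-06, adjusted p = 0.364 with an estimated correlation), with *Mmp14*, a membrane-bound collagenase, at -1.59 (SE 0.16, adjusted p = 0.0097) and *Mmp13*, collagenase 3, at -1.15 (SE 0.15, adjusted p = 0.0166). *Adamts4* fell by 2.01 (SE 0.15, adjusted p = 0.00409), and of 20 ADAM and ADAMTS genes 3 fell and none rose (9 fell when adjusted over the list alone, camera adjusted p = 1.73e-05, adjusted p = 0.320 with an estimated correlation). Of 31 collagens 4 fell and none rose (13 fell when adjusted over the list alone, mean -0.44, camera adjusted p = 1.58e-08, adjusted p = 0.320 with an estimated correlation). Of 18 fibroblast and synovium markers 3 fell and none rose (10 fell and 1 rose when adjusted over the list alone, mean -0.52, camera adjusted p = 4.47e-07, adjusted p = 0.387 with an estimated correlation), and of 17 macrophage markers 1 fell and none rose (2 fell and 1 rose when adjusted over the list alone, mean -0.28, camera adjusted p = 0.00821, adjusted p = 0.433 with an estimated correlation), a list at -0.20 (adjusted p = 0.0678) without 2-week DMM replicate 2 and -0.19 (adjusted p = 0.127) without 8-week DMM replicate 3. Of 14 endothelial markers 0 passed in limma and 5 were lower at an unadjusted p under 0.05 (3 when adjusted over the list alone, mean -0.34, camera adjusted p = 0.000667, adjusted p = 0.387 with an estimated correlation). With only the brighter probes, a filter chosen after seeing the data, this list had a mean of -0.21 and a camera adjusted p of 0.578. *Sost*, which encodes the osteocyte Wnt inhibitor sclerostin, rose by 1.25 (SE 0.13, adjusted p = 0.0102). The DMM effect at 8 weeks minus that at 2 weeks takes off the contralateral change. Its mean was -0.66 for matrix metalloproteinases, -0.28 for ADAM and ADAMTS, -0.53 for fibroblast and synovium and -0.37 for macrophage genes. It was -0.25 for collagens and -0.25 for endothelial genes (camera adjusted p = 0.223), smaller in size than their fall within DMM cartilage. None passed with an estimated correlation. The count of 147 probes became 9, 7 and 1 without 2-week DMM replicates 1, 2 and 3 and 78 without 8-week DMM replicate 2, and without 2-week DMM replicates 1, 2 and 3 the adjusted p was 0.0513, 0.0514 and 0.0628 for *Mmp14*, 0.0858, 0.0887 and 0.135 for *Mmp13* and 0.0535, 0.071 and 0.068 for *Sost*.

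Of 22 hypoxia response genes 3 fell and none rose in DMM against contralateral cartilage at 2 weeks (9 fell when adjusted over the list alone, mean log2 fold change -0.38, camera adjusted p = 1.42e-06, adjusted p = 0.275 with an estimated correlation), among them *Egln3*, an oxygen-sensing prolyl hydroxylase (-1.01, SE 0.21, adjusted p = 0.0194), and *Ndrg1* (-0.73, SE 0.16, adjusted p = 0.0258). At 4 weeks none passed in limma and 8 were lower at an unadjusted p under 0.05 (1 when adjusted over the list alone, mean -0.24, or -0.13 without contralateral replicate 1, camera adjusted p = 8.42e-05, adjusted p = 0.320 with an estimated correlation), and at 8 weeks none passed and 2 were lower at an unadjusted p under 0.05 (0 when adjusted over the list alone, mean -0.05, camera adjusted p = 0.659). Of 14 osteoblast and osteocyte markers 2 rose and 2 fell at 2 weeks (3 and 2 when adjusted over the list alone, camera adjusted p = 0.847), with *Sost* at -1.28 (SE 0.20, adjusted p = 0.00592), and of 11 osteoclast markers 1 rose and 1 fell (2 and 1 when adjusted over the list alone, camera adjusted p = 0.365), *Ctsk*, the gene of cathepsin K, at 1.52 (SE 0.20, adjusted p = 0.00278) and *Car2*, a carbonic anhydrase, at -0.66 (SE 0.15, adjusted p = 0.0255). Of 8 tendon markers 3 rose and none fell (4 and 1 when adjusted over the list alone, camera adjusted p = 0.0222, adjusted p = 0.296 with an estimated correlation), of 9 erythroid genes 1 fell (4 when adjusted over the list alone, camera adjusted p = 0.00039, adjusted p = 0.232 with an estimated correlation), of 9 lymphocyte genes 1 rose (1 when adjusted over the list alone, camera adjusted p = 0.946), of 12 pericyte and smooth muscle genes 1 rose (2 and 1 when adjusted over the list alone, camera adjusted p = 0.475) and of 25 immediate early and heat shock genes 1 rose and 1 fell (1 and 1 when adjusted over the list alone, camera adjusted p = 0.354). The neutrophil list had a mean of -0.42 at 2 weeks (-0.25 without DMM replicate 2, camera adjusted p = 0.00018, adjusted p = 0.287 with an estimated correlation), with none past the threshold in limma and 6 lower at an unadjusted p under 0.05. Without contralateral replicates 1 and 3 the adjusted p was 0.0515 and 0.0573 for *Egln3* and 0.058 and 0.0665 for *Ndrg1*, without DMM replicates 2 and 3 it was 0.0622 and 0.062 for *Egln3*, without DMM replicates 1 and 2 it was 0.0929 and 0.125 for *Ndrg1*, for *Car2* it was 0.0873, 0.125 and 0.0696 without DMM replicates 1, 2 and 3 and 0.185 in the fit of all 18 arrays, and the tendon list was at 0.069 without contralateral replicate 3.

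Over the 18 arrays, the deviations of the contractile muscle genes from their group means were also set beside those of 3 other lists. The correlation was 0.234 with adipocyte genes (one-sided permutation p = 0.212), -0.313 with neutrophil genes (one-sided permutation p = 0.679) and -0.269 with cytoskeletal genes of non-muscle cells (one-sided permutation p = 0.738), and without contralateral replicates 1 and 2 of week 8 it was 0.163, 0.248 and 0.224, so that the last 2 change sign. In all 5 relations were tested, and after adjustment for the 5 the p-values were 0.000400 for the 2 muscle lists, 0.0112 for the neutrophil and erythroid lists and 0.353, 0.738 and 0.738 for these 3.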
